# CTTN Overexpression Confers Cancer Stem Cell-like Properties and Trastuzumab Resistance via DKK-1/WNT Signaling in HER2 Positive Breast Cancer

**DOI:** 10.3390/cancers15041168

**Published:** 2023-02-11

**Authors:** So-Jeong Moon, Hyung-Jun Choi, Young-Hyeon Kye, Ga-Young Jeong, Hyung-Yong Kim, Jae-Kyung Myung, Gu Kong

**Keywords:** HER2 positive breast cancer, cancer stem cells, CTTN, trastuzumab resistance

## Abstract

**Simple Summary:**

Cortactin (CTTN) is an actin-binding protein that is mainly known for its ability to promote cancer progression. It is unclear, however, whether CTTN affects tumor initiation and anti-tumor drug resistance in breast cancer. Here, we investigated the potential role of CTTN as a novel poor prognostic biomarker and possible therapeutic target of trastuzumab resistance for HER2 positive breast cancer. Our findings showed that CTTN enhances tumor initiation and increases anti-HER2 drug resistance by activating the DKK-1/Wnt/β-catenin signaling pathway. CTTN-induced cancer stem cell-like properties were reversed by treatment of β-catenin/TCF inhibitor. Furthermore, combinational treatment with trastuzumab and β-catenin/TCF inhibitor overcame CTTN-induced trastuzumab resistance. These results suggest that combined treatment of trastuzumab and Wnt signaling inhibitors could be an effective therapeutic strategy to treat HER2+ breast tumors expressing high levels of CTTN. Collectively, we suggest that CTTN could be a potential target for treatment of trastuzumab resistance in HER2 positive breast cancer patients.

**Abstract:**

Background: Despite the therapeutic success of trastuzumab, HER2 positive (HER2+) breast cancer patients continue to face significant difficulties due to innate or acquired drug resistance. In this study we explored the potential role of CTTN in inducing trastuzumab resistance of HER2+ breast cancers. Methods: Genetic changes of CTTN and survival of HER2+ breast cancer patients were analyzed in multiple breast cancer patient cohorts (METABRIC, TCGA, Kaplan-Meier (KM) plotter, and Hanyang University cohort). The effect of CTTN on cancer stem cell activity was assessed using the tumorsphere formation, ALDEFLUOR assay, and by in vivo xenograft experiments. CTTN-induced trastuzumab resistance was assessed by the sulforhodamine B (SRB) assay, colony formation assays, and in vivo xenograft model. RNA-seq analysis was used to clarify the mechanism of trastuzumab resistance conferred by CTTN. Results: Survival analysis indicated that CTTN overexpression is related to a poor prognosis in HER2+ breast cancers (OS, *p* = 0.05 in the Hanyang University cohort; OS, *p* = 0.0014 in KM plotter; OS, *p* = 0.008 and DFS, *p* = 0.010 in METABRIC). CTTN overexpression-induced cancer stem cell-like characteristics in experiments of tumorsphere formation, ALDEFLUOR assays, and in vivo limiting dilution assays. CTTN overexpression resulted in trastuzumab resistance in SRB, colony formation assays, and in vivo xenograft models. Mechanistically, the mRNA and protein levels of DKK-1, a Wnt antagonist, were downregulated by CTTN. Treatment of the β-catenin/TCF inhibitor reversed CTTN-induced cancer stem cell-like properties in vitro. Combination treatment with trastuzumab and β-catenin/TCF inhibitor overcame trastuzumab resistance conferred by CTTN overexpression in in vitro colony formation assays. Conclusions: CTTN activates DKK-1/Wnt/β-catenin signaling to induce trastuzumab resistance. We propose that CTTN is a novel biomarker indicating a poor prognosis and a possible therapeutic target for overcoming trastuzumab resistance.

## 1. Introduction

Breast cancer is the most common cancer in women worldwide. It can be classified into three major subtypes based on molecular and histological findings: estrogen receptor positive (ER+), human epidermal growth factor receptor 2 positive (HER2+), and triple negative. HER2+ breast cancer, which represents approximately 15–20% of all breast cancers, is known to be associated with poor prognosis and an aggressive phenotype [1,2]. HER2+ breast cancer is generally treated with trastuzumab. Even though this treatment has improved the survival of HER2+ breast cancer patients, its clinical efficacy is limited by drug resistance [3,4].

Chr11q13 amplification occurs in about 15% of primary breast cancers and is common in human cancers. Many genes are located in the chr11q13 amplicon, including FGF3, FGF4, CCND1 and CTTN [5,6]. Cortactin (CTTN) is an actin binding protein which activates actin polymerization by binding simultaneously to the Arp2/3 complex and F-actin and stabilizing filament branches produced by the Arp2/3 complex. CTTN is a candidate for driving the 11q13 amplicon and is widely known to enhance invasion and metastasis, resulting in poor clinical outcomes. Its overexpression is frequently observed in many cancers including breast cancer [6,7]. Phosphorylation of CTTN promotes migration, and CTTN mediates CD44-promoted invasion by bone marrow endothelial cells [8,9,10]. It has also been shown to contribute to colorectal cancer and melanoma and to drug resistance in head and neck squamous cell carcinoma [11,12,13]. Despite its potential as an oncogene, its roles in breast cancer initiation and in resistance to cancer drugs including trastuzumab remain largely unknown.

Numerous mechanisms of trastuzumab resistance have been suggested, including PTEN loss, activation and inactivation of alternative cancer signaling pathways, and altered expression of ligands of the EGFR family and of the tyrosine kinase receptor [14]. In addition, accumulating evidence suggests that an increased number of cancer stem cells (CSCs) in HER2+ breast cancer is linked to trastuzumab resistance [15]. CSCs are a subset of the cancer cell population that grow continuously; they are resistant to cancer treatment, are aggressive in terms of invasion and metastasis, and have self-renewal ability [16,17]. Several emerging therapeutic approaches to overcoming trastuzumab resistance in HER2+ breast cancer involve reducing or eliminating CSCs [18,19,20,21,22,23]. Since targeting breast CSCs is thought to be a promising therapeutic strategy for HER2+breast cancer treatment, it is important to identify novel ways of overcoming the trastuzumab resistance of CSCs.

## 2. Materials and Method

### 2.1. Patients

In total, 59 formalin-fixed and paraffin-embedded (FFPE) HER2+ breast cancer tissues were obtained from patients who received curative surgery at Hanyang University Hospital, Seoul, Korea, from 2003 to 2016. HER2 status and ER status were evaluated according to ASCO/CAP guidelines, as previously described [24]. Clinicopathological data such as patient age, histologic grade, tumor size, and evidence of lymphatic metastasis were obtained by thorough review of the medical and pathological records. This study was approved by the Institutional Review Board of Hanyang University Hospital (IRB No. HYUH 2021-12-014-001).

### 2.2. Immunohistochemistry and Interpretation

Immunohistochemistry (IHC) was carried out on TMA (Tissue micro array) 3 mm core sections using a Benchmark XT automated staining system (Ventana Medical Systems, Tucson, AZ, USA). Primary anti-CTTN antibody (11381-1-AP, 1:400, Proteintech) was used according to the manufacturer’s instructions. IHC staining was interpreted by two pathologists. Immunoreactive scores (IRS) were obtained by multiplying intensity scores by percentages of immunoreactive cells and were used to assess semi-quantitatively the cytoplasmic staining of the tumor cells. The intensity of staining was categorized as 1 to 3 (1: weak, 2: moderate, and 3: strong). Percentages of immunoreactive cells were divided into 4 levels: 0 (0%), 1 (1–25%), 2 (26–50%), 3 (51–75%), and 4 (>75%). IRS ranged between 4 and 12. We divided IRS into two categories: weak expression (IRS ≤ 8) and strong expression (IRS > 8) and used them in all statistical analyses.

### 2.3. Cell Culture and Reagents

MCF10A, ZR75-30, MDA-MB-453, BT20, JIMT-1, MDA-MB-231, and HEK293T cells were obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA). MCF7, T47D, ZR75-1, SKBR3, BT474, HCC-1954, HCC1419, and HS578T cells were purchased from the Korean Cell Line Bank. MCF7, T47D, MDA-MB-231, and HEK293T cells were cultured in DMEM (Welgene, Daegu, Republic of Korea) supplemented with 10% FBS, and SKBR3, BT474, HCC-1954, HCC-1419, JIMT-1, and HS5788T cells were cultured in RPMI (Welgene) supplemented with 10% FBS at 37 °C in a 5% CO2 atmosphere. Trastuzumab was obtained from Roche (Basel, Switzerland). The β-Catenin/TCF inhibitor FH-535 was purchased from Sigma-Aldrich (St. Louis, MO, USA).

### 2.4. Transfection of siRNAs and cDNA

siRNAs against CTTN (#1, 50-GAAUAUCAGUCGAAACUUUtt-30, cat no. 2017-2; #2, 50-CGACAAGGACAAAGUGGAUtt-30, cat no. 2017-3) were purchased from Bioneer (Daejeon, Republic of Korea) and transfected into breast cancer cells with Lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA) over 48 h.

### 2.5. Lentiviral Infection and Generation of Stable Cell

Lentiviral pLVX-puro vector was purchased from Clontech (Mountain View, CA, USA) and used for cloning human CTTN cDNA. CTTN shRNAs (cat no. RHS4531-EG2017; Clone IDs, shRNA #1: V3LHS_308287 and shRNA #2: V2LHS_43343) were inserted into pGIPZ vector. Lentiviral particles carrying CTTN cDNA or shRNAs were produced as previously described [25]. To establish CTTN-overexpressing and CTTN-knockdown cell lines, respectively, 6 μg/mL polybrene (Sigma-Aldrich) was used for infections with lentiviruses carrying CTTN cDNA or shRNAs. An amount of 2 μg/mL puromycin (Sigma-Aldrich) was used to select infected cells.

### 2.6. Immunoblotting

Radioimmunoprecipitation (RIPA) buffer with phosphatase-inhibitor cocktails and protease-inhibitor was used to obtain cell lysates. Immunoblotting was carried out as previously described [26]. The following antibodies were used: β-catenin (F5682) from BD Biosciences (Franklin Lakes, NJ, USA); CyclinD1 (SC-8396) and DKK-1 (SC-25516) from Santa Cruz Biotechnology (Dallas, TX, USA); GSK-3β (9315S) and p-GSK-3β (9336) from Cell Signaling Technology (Cell Signaling Technology, Beverly, MA, USA); β-actin (MAB1501R) from Millipore (Billerica, MA, USA); α-tubulin (GTX628802) and SP1 (GTX110593) from GeneTex (Irvine, CA, USA).

### 2.7. The Sulforhodamine B Colorimetric (SRB) Assay

The assay kit obtained from Sigma-Aldrich was used. SKBR3 (3 × 10^3^ cells/well), BT474 (5 × 10^3^ cells/well), JIMT-1 (5 × 10^3^ cells/well) and HCC-1954 (3 × 10^3^ cells/well) cells in RPMI (Welgene) containing 10% FBS were plated in a 96-well plate and incubated with trastuzumab for five days. After fixing in trichloroacetic acid (TCA) for an hour at 4 °C, cells were stained for 30 min with 0.4% sulforhodamine B, destained in 1% acetic acid, dissolved in 10 mM Tris, and examined at 490 nm.

### 2.8. Colony Formation Assay

SKBR3 (3 × 10^3^ cells/well) and BT474 (2 × 10^4^ cells/well) cells were cultured in 24-well plates, and the indicated drugs were added the following day. Drugs and media were changed every 3 days, and incubation was continued until the cells in control plates were confluent. The plates were PBS-washed and fixed with methanol for 5 min. Following another PBS rinse, colonies were stained with 0.04% crystal violet at room temperature for 30 min and rinsed with sterile distilled water.

### 2.9. Quantitative Real-Time Polymerase Chain Reaction (qRT-PCR)

Total RNA was extracted and RT–PCR was carried out as described [27]. mRNA levels of target genes were measured using SYBR Green master mix (Applied Biosystems, Foster City, CA, USA) and a CFX Connect Real-Time PCR Detection System (Bio-Rad, Hercules, CA, USA) and normalized with the mRNA levels of GAPDH. The following primers were used in qRT-PCR: WNT6, 5′-GGTTATGGACCCTACCAGCA-3′ and 5′-GGTTATGGACCCTACCAGCA-3′; DKK-1, 5′-GATCATAGCACCTTGGATGGG-3′ and 5′-GGCACAGTCTGATGACCG-3′; RAC2, 5′-ACAAGGACACCATCGAGAAACT-3′ and 5′-CACTCCAGGTATTTCACCGAG-3′; RAC3, 5′-TCCCCACCGTTTTTGACAACT-3′ and 5′-GCACGAACATTCTCGAAGGAG-3′; FGF22, 5′- CTCCACTCACTTCTTCCTGCG-3′ and 5′-CTGCTTTGATGACCACGACG-3′; CCNA1, 5′- GCTGCTAACTGCAAATGGGC-3′ and 5′-GCTGGAGGGAAGGCATTTTC-3′; CD36, 5′-GCAAAA CGGCTGCAGGTCAA-3′ and 5′-TTCTCATCACCAATGGTCCCAG-3′; ELOVL4, 5′-GTAGTGTCCACGGCACTCAA-3′ and 5′-ATTTTGGACCCAGCCACACA-3′; PPARG, 5′-TGCAGTGGGGATGTCTCATA-3′ and 5′-TGGTCAGCGGGAAGGACTTTA-3′; GAPDH, 5′-CATGTTCCAATATGATTCCA–5‘ and 5′-CCTGGAAGATGGTGATG-3′.

### 2.10. Flow Cytometry

To assess numbers of cells with high ALDH activity, which is a trait of CSC-like cells, ALDEFLUOR assays were carried out [28]. Briefly, 1 mL of ALDEFLUOR assay buffer containing the ALDH substrate, BODIPY aminoacetaldehyde (BAAA), was added to 1 × 10^6^ cells and incubated at 37 °C for 20 min. Experimental groups of cells were compared to negative control cells treated with the specific ALDH inhibitor, diethylaminobenzaldehyde (DEAB). Viable cells and negative controls served as the basis for the sorting gates, and an FACS Diva (BD Biosciences) was used to measure the population with strong ALDH activity.

### 2.11. Tumorsphere Analysis

To measure tumorsphere formation [26] BT474 (1 × 10^4^ cells/well), SKBR3 (5 × 10^3^ cells/well), and HCC-1954 (5 × 10^3^ cells/well) cells were plated in DMEM-Gluta MAX medium (Invitrogen) containing 2% B27 (Invitrogen), 4 ng/mL heparin (Sigma-Aldrich), 20 ng/mL epithelial growth factor (Sigma-Aldrich), and 20 ng/mL basic fibroblast growth factor (PeproTech, Rocky Hill, NJ, USA) in 6-well ultra-low attachment surface plates (Corning, Corning, NY, USA). JIMT-1 (1 × 10^4^ cells/well) cells were similarly seeded in DMEM-Gluta MAX medium supplemented with 2% B27, 4 ng/mL heparin, 20 ng/mL EGF, 20 ng/mL bFGF, 5 mg/mL insulin, and 0.5 mg/mL hydrocortisone (Sigma-Aldrich), in ultra-low attachment surface plates. An inverted microscope was used to assess and quantify tumorsphere formation after 5 days.

### 2.12. Orthotopic Xenografts

Five-week-old female NOD/SCID mice were obtained from KOATECH (Pyeongtaek, Republic of Korea) and Korea Research Institute of Bioscience and Biotechnology (Deajeon, Republic of Korea). Mice (*n* = 7 per group) were orthotopically injected with serially diluted SKBR3 and HCC-1954 cells in limiting dilution assays. L-Calc software (http://www.stemcell.com) was used to calculate numbers of tumor-initiating cells (TIC). To evaluate the effects of trastuzumab, control and CTTN-overexpressing SKBR3 cells (2 × 10^6^ cells) suspended in Matrigel were injected into the fat pads of mice. The mice were intraperitoneally injected with trastuzumab (20 mg/kg) or phosphate-buffered saline as vehicle twice per week after the tumors reached 100 mm^3^. Tumor size was measured twice weekly with calipers, and tumor volume was estimated as 1/2 × (long diameter) × (short diameter)^2^.

### 2.13. RNA Sequencing (RNA-Seq) Analysis

RNA-seq analysis of control and CTTN-overexpressing SKBR3 cells was performed by Macrogen (Seoul, Republic of Korea) as previously described [29]. Briefly, total RNA was extracted with Trizol (Life Technologies, Carlsbad, CA, USA), and a bioanalyzer supplied with the Agilent RNA 6000 Pico Kit (Agilent Technologies, Santa Clara, CA, USA) was used to examine RNA integrity. The manufacturer’s instructions were followed while processing the extracted total RNA. A TruSeq standarded mRNA sample preparation kit (Illumina, San Diego, CA, USA) was used to create an mRNA sequencing library, and a KAPA Library Quantification kit and NovaSeq6000 sequencer (Illumina) were used to sequence all samples. After being transformed into sequence data by base calling, the raw data were stored in FASTQ format. For PCR and sequencing adapters, the paired end reads of the 6 distinct samples were trimmed using Cutadapt (http://cutadapt.readthedocs.io/en/stable/; version1.16 (accessed on 22 January 2022)). STAR (version 2.6.0c) was used to align trimmed reads to the hg19 human reference, and Cufflinks was used to generate gene-level read counts. EdgeR (version 3.22.3) was employed to identify significant differential expression [30] involving at least 1.5-fold changes between the control and CTTN-overexpressing groups. Differentially expressed genes were categorized using version 7.5.1 of Gene sets (http://software.broadinstitute.org/gsea/msigdb/index.jsp (accessed on 4 may 2022.)) of the Molecular Signatures Database using version 4.2.3 of GSEA. R language (https://www.r-project.org/; version 3.5.1 (accessed on 22 January 2022.)) was used to generate the heatmap of differential gene expression.

### 2.14. Public Data

The Cancer Genome Atlas (TCGA) and METABRIC, which are publicly accessible datasets concerning patients with breast cancer, were acquired from cBioPortal (http://www.cbioportal.org/) and reanalyzed. The Cancer Cell Line Encyclopedia dataset and OncoPrints showing genetic alteration of CTTN in the cohorts of TCGA and METABRIC were produced using cBioPortal. Disease-free survival (DFS) and overall survival (OS) of HER2+ breast cancer patients in the METABRIC dataset were analyzed with Cancer Target Gene Screening (CTGS; http://ctgs.biohackers.net) [31]. The cut-off point with the highest significance for each gene was selected using the best *p*-value obtained with CTGS in order to classify patient groups based on the expression levels of genes at 11q13 in METABRIC. Then, using the R programming package, the hazard ratios (HR) and 95% intervals (Cis) for the top 10 genes in a Cox proportional regression model were displayed in forest plots. Autoselect best cut-off of CTTN (201059_at) was used in KM plotter. The public datasets of expression-profiling of HER2+ breast cancer patients treated with adjuvant trastuzumab (GSE58984 [32], GSE5534 [33], GSE50948 [34] were obtained from Gene Expression Omnibus (GEO) and reanalyzed. R language was used to generate a heatmap of the differentially expressed genes.

### 2.15. Statistical Analysis

The unpaired Student’s *t*-test was used to determine whether differences between pairs of groups were statistically significant. One-way ANOVA followed by a post hoc LSD test (equal variance) and repeated-measure (RM) ANOVA were used to assess multiple group comparisons and repeated measures, respectively. Kaplan–Meier plots for survival analysis were created using the Kaplan–Meier method with log-rank tests. Pearson’s correlation coefficient was used to determine r values. All *p*-values were two sided. *p* < 0.05 was considered statistically significant.

## 3. Results

### 3.1. Genetic Alteration of CTTN Is Associated with Poor Prognosis of HER2 Positive Breast Cancer Patients

We analyzed and sorted genes in 11q13 as reported in our previous study [29,31]. The expression levels of genes located in 11q13 and their genetic alterations were analyzed using the METABRIC (*n* = 247) and TCGA (*n* = 120) breast cancer datasets. About 20% of HER2+ breast cancers had abnormal CTTN copy numbers and/or expression, and the frequencies for CCND1 were similar, while alterations in the other genes were found at relatively low frequencies (Figure 1A). Genes linked to poor survival outcomes in HER2+ breast cancer were sorted among those genes exhibiting positive correlations between expression levels and copy number alterations (r ≥ 0.3). Notably, CTTN had the highest hazard ratio for both overall survival (OS) and disease-free survival (DFS) (HR, 1.994; *p* = 0.009, HR, 2.005; *p* = 0.018, respectively, Figure 1B). CTTN expression was significantly higher in ER+/HER2+ breast cancer (Figure 1C, right), and high expression levels were significantly correlated with amplification of CTTN (*r =* 0.75, *p <* 0.001; Figure 1C, left) and HER2 expression (*r* = 0.2, *p* < 0.001; Figure 1D). CTTN overexpression was associated with poorer survival outcomes in HER2+ breast cancer patients in METABRIC (OS, *p* = 0.008; DFS, *p* = 0.010; Figure 1E, top), our cohorts (OS, *p* = 0.05; Figure 1F), and Kaplan–Meier plotter (OS, *p* = 0.0014), and it showed a tendency toward shorter relapse-free survival (RFS) in Kaplan–Meier plotter (*p* = 0.066; Figure 1E, bottom). Taken together, these data suggest that amplification and overexpression of CTTN are biomarkers for a poor prognosis in HER2+ breast cancer.

### 3.2. CTTN Induces Cancer Stem Cell Properties and Resistance to Trastuzumab in HER2+ Breast Cancer

We established lentiviral-induced CTTN overexpression and shRNA-mediated CTTN knockdown in various breast cancer cells to clarify the functional significance of CTTN in HER2+ breast cancer (Supplementary Figure S1A,B). Because CTTN overexpression is associated with poor disease-free survival of HER2+ breast cancer patients, we assessed the impact of CTTN on CSC activity in HER2+ breast cancer. Fluorescence-activated single cell sorting (FACS) was used to detect cells with high aldehyde dehydrogenase (ALDH). The results showed that overexpression of CTTN increased numbers of self-renewing CSCs in trastuzumab-sensitive SKBR3 and BT474 cells, while knockdown of CTTN in trastuzumab-resistant JIMT-1 and HCC-1954 cells resulted in a reduction of CSC-like populations (Figure 2A). Likewise, primary tumorsphere formation was enhanced in CTTN-overexpressing cells, while CTTN knockdown reduced tumorsphere formation (Figure 2B). Furthermore, tumors developed rapidly in mice orthotopically xenografted with CTTN-overexpressing SKBR3 cells, while they were reduced in mice bearing CTTN-knockdown HCC-1954 cells (Table 1). We also examined tumor-free rates in xenografted mice and noted a significant reduction in tumor-free rates in mice harboring CTTN-overexpressing SKBR3 cells (*p* = 0.048; Figure 2C, left). Conversely, tumor-free rates were significantly elevated in mice harboring CTTN-knockdown HCC-1954 cells (*p* = 0.001; Figure 2C, right). We also investigated whether CTTN had an impact on the response of breast cancer cells to anti-HER2 therapy. 

CTTN Overexpression resulted in insensitivity to trastuzumab in trastuzumab-sensitive HER2+ breast cancer cell lines. However, CTTN knockdown did not result in increased trastuzumab sensitivity in cells that were trastuzumab-resistant (Figure 2D). When CTTN-overexpressing SKBR3 cells and control SKBR3 cells were assayed for colony formation (Figure 2E) or received orthotopic xenografts (Figure 2F), both displayed trastuzumab resistance. Collectively, these findings demonstrate that CTTN enhances CSC activity and induces trastuzumab resistance, suggesting that CTTN is a possible oncogenic driver and a potential target for overcoming trastuzumab resistance in HER2+ breast cancer.

Control (CON) or CTTN-overexpressing (CTTN) SKBR3 cells and control (shCON) or CTTN-knockdown (shCTTN) HCC-1954 cells were injected into the mammary fat pads of NOD/SCID mice at doses ranging from 1000 to 100,000 cells. L-Calc software (Stemcell Tech, http://www.stemcell.com) was used to calculate frequencies of tumor-initiating cells (TIC).

### 3.3. CTTN Downregulates DKK-1 Expression and Activates the Wnt Signaling Pathway

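RNA was sequenced from SKBR3 cells, an established HER2+ breast cancer cell line, infected with an empty lentiviral vector (CON, n = 3 libraries) or with the vector carrying CTTN (CTTN, n = 3). The authors trimmed the paired-end reads, aligned them with STAR and quantified them with Cufflinks, and they deposited scaled read counts and FPKM values per gene. Each library's counts had been divided by 1 size factor (between 0.902 and 1.15), and undoing this gave whole reads for 100% of the values of up to 1000 reads. The reads on genes totalled 35583120 in CTTN 1, 36531369 in CTTN 2 and 35478965 in CTTN 3. The control libraries, called A, B and C because the sample descriptions and the deposited sample table number their columns differently, held 34887069, 41279829 and 37751011 reads on genes. These reads were normalized by edgeR's TMM method and compared with its quasi-likelihood test and Benjamini-Hochberg adjustment. Of 54644 genes in the table, 14409 passed edgeR's default filter on low counts and were tested. The overexpressed gene, CTTN, lies on chromosome 11 of GRCh38 in an assembled locus from 70270700 to 70436584, which the files list as XLOC_007985. Its normalized count was 11231 ± 158 (SD, n = 3) in CON cells and 28620 ± 9091 (SD, n = 3) in CTTN cells. The log2 fold change was 1.35 (standard error 0.22, adjusted p = 0.0248 from edgeR's test). The normalized counts were 29290 in CTTN 1, 37356 in CTTN 2 and 19212 in CTTN 3, each above all 3 control libraries (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). With 1 library left out in turn, the log2 fold change stayed between 1.10 and 1.57, but the adjusted p from edgeR's test rose to 0.121 without CTTN 1, to 0.137 without control library A, to 0.154 without B and to 0.141 without C. In the fits without CTTN 1, A, B or C, between 15 and 29 genes in all were called, so this loss is not particular to CTTN. Read counts also varied with transcript length in CTTN 1 and CTTN 3. In the decile of genes with the shortest transcripts (median 696 nt), the median log2 deviation from the control libraries was 0.79 in CTTN 3, 0.33 in CTTN 1 and 0.015 in CTTN 2. In the decile with the longest transcripts (median 6378 nt), it was -0.76, -0.41 and -0.006 in the same order.

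**Figure D1:**
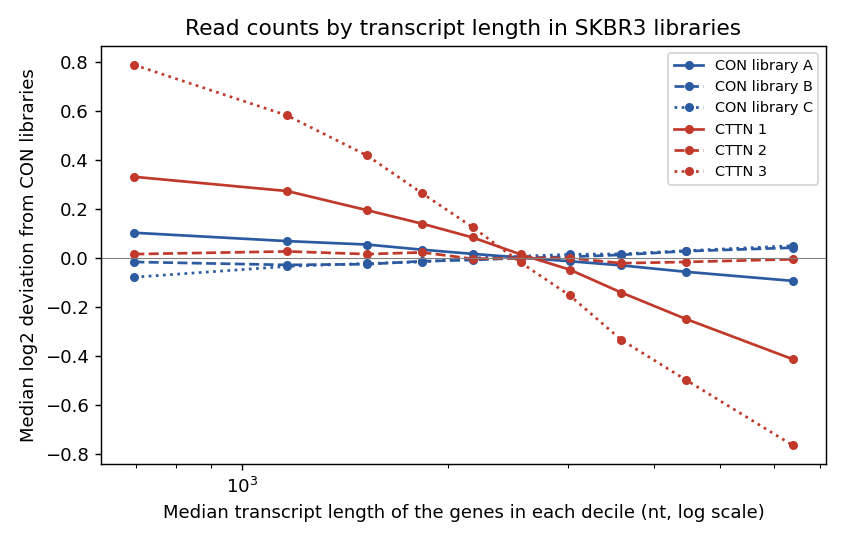
Median log2 deviation of each library's normalized counts from the control libraries (from the other control libraries for a control), for 10 groups of genes ordered by transcript length in nt on a log scale. Red lines are the 3 CTTN libraries and blue lines the 3 control libraries. The line of CTTN 3 falls from 0.79 to -0.76 and that of CTTN 1 from 0.33 to -0.41, while the control libraries lie between -0.094 and 0.10 in the first and last groups.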

To further understand how CTTN affects CSC activity and trastuzumab resistance in HER2+ breast cancer, we performed an RNA-seq analysis of CTTN-overexpressing SKBR3 cells. CTTN overexpression was associated with overexpression of gene sets related to stem cells, breast cancer relapse, EMT, and the b-catenin/TCF complex (Figure 3A,B), and these effects were validated by quantitative real-time polymerase chain reaction (qRT-PCR) (Figure 3C). 

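The gene sets of Figure 3A,B are not used here, and 14 lists for related themes take their place. The core histone list holds every locus whose symbol matches a core histone pattern. The other lists are short and were written by hand from general knowledge. Each list was tested with camera on the normalized counts at a preset inter-gene correlation of 0.01, two-sided and with Benjamini-Hochberg adjustment over the 14 lists. The 21 tested mammary stem and basal genes had a median log2 fold change of 0.085 and the 21 tested breast cancer stem cell markers one of 0.075 (camera adjusted p = 0.825 for each). For 20 tested mesenchymal genes the median was -0.017 (camera adjusted p = 0.664), and for 30 non-histone members of the b-catenin/TCF complex it was -0.11 (camera adjusted p = 0.574). The 36 tested core histone genes were higher in CTTN cells, with a median log2 fold change of 0.41 and 30 members higher (camera adjusted p = 0.000952). So were 32 glycolysis and gluconeogenesis genes (median 0.14, camera adjusted p = 0.0476). The histone call held under fry (adjusted p = 0.0480) and not with an estimated correlation (adjusted p = 0.406), and the glycolysis call held under neither (adjusted p = 0.193 and 0.882). Of the 6 fits that left out 1 library, the glycolysis list was called in the one without CTTN 2, and its median was 0.072 without CTTN 3 (camera adjusted p = 0.174). With the trend on transcript length removed by an offset, an alternative chosen after the values were seen, the histone median was 0.17 and the glycolysis median 0.027 (camera adjusted p = 0.499 for each). Of the 11 genes in Figure 3C, with LARP5 read as the older symbol of LARP4B, 10 passed the filter and 9 had the direction shown there. At an adjusted p under 0.05 from edgeR's test, 6 of them were called over all genes tested and 9 adjusted over the list alone, and the count of 6 became 0 without control library B or C. The study chose the list on these libraries, so neither the shared direction nor the counts of calls are independent evidence. WNT6 rose from 7.8 ± 4.1 to 60.7 ± 33.4 normalized counts (SD, n = 3 each), a log2 fold change of 2.95 (standard error 0.54, edgeR adjusted p = 0.0328), and was no longer called without CTTN 1 or any 1 control library (edgeR adjusted p up to 0.185). CD36 rose from 85.2 ± 11.4 to 273.6 ± 20.1 normalized counts and CCNA1 from 66.1 ± 4.5 to 184.4 ± 8.3 (SD, n = 3 each), both with an edgeR adjusted p of 0.00413. Without control library B or C, their edgeR adjusted p rose above the threshold, to at most 0.0535 for CD36 and 0.0553 for CCNA1. PGF, PPARG and ELOVL4 were also called, with log2 fold changes of 1.12, 0.69 and 0.68, and lost their calls without CTTN 1 or any 1 control library (edgeR adjusted p up to 0.178, 0.104 and 0.0988). Few genes of any kind were called in those fits, between 15 and 29, so a call lost there says little about a single gene. With 1 library left out, the log2 fold changes were 0.86 to 1.24 for PGF, 0.67 to 0.72 for PPARG and 0.65 to 0.72 for ELOVL4. RAC2 and RAC3 had log2 fold changes of 0.64 and 0.80 without reaching the threshold (edgeR adjusted p = 0.0522 and 0.0713), which they did without CTTN 2 or CTTN 3 (edgeR adjusted p down to 0.00230 and 0.00176, each without CTTN 2). FGF22 had too few reads to be tested, with 7.8 ± 2.2 normalized counts in CON cells and 13.8 ± 4.7 in CTTN cells (SD, n = 3 each). LARP4B had a log2 fold change of -0.14 (standard error 0.12, edgeR adjusted p = 0.418), which became 0.14 with the length offset. LPAR5, in case the label is a misprint, had one of 1.03 (standard error 0.19, edgeR adjusted p = 0.0339), lost without CTTN 1 or any 1 control library (edgeR adjusted p up to 0.181). The paper's account here runs from GSEA of these RNA-seq data to qRT-PCR of single genes, and from both it states that CTTN overexpression goes with higher expression of these groups of genes.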

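Between CTTN and CON cells, 643 of the 14409 genes tested had an adjusted p under 0.05 from edgeR's test, 350 higher and 293 lower in CTTN cells. The study's criterion of at least a 1.5-fold change, taken with an unadjusted p under 0.05, was met by 1624 genes, of which 944 were higher and 680 lower. With 1 library left out, the count of 643 ranged from 15 without control library B to 6925 without CTTN 2. Without CTTN 1 it was 24, and without control libraries A and C it was 29 and 16. A call lost in the fits without CTTN 1, A, B or C therefore says little about a single gene. The count was 13 with limma on log2(FPKM + 1) values without a filter. The count of 1624 rose to 3392 without CTTN 2. Of the 68 genes in Table S1, 64 passed the filter on low counts, and all 64 changed in the direction listed there. At an adjusted p under 0.05, 27 of the 64 were called over all genes tested, 13 of them higher and 14 lower, and 58 were called adjusted over the list alone. The count of 27 was 59 without CTTN 2 and 1 without control library B or C. The study chose the list and its fold changes on these same libraries. The shared direction and the counts of calls are therefore not independent evidence. The largest rise among the 64 was that of HPGD, from 24.7 ± 12.3 to 92.4 ± 11.3 normalized counts (SD, n = 3 each), a log2 fold change of 1.88 (standard error 0.35, edgeR adjusted p = 0.0344). The largest fall was that of HS6ST3, from 183.7 ± 14.0 to 61.7 ± 16.4 normalized counts (SD, n = 3 each), a log2 fold change of -1.57 (standard error 0.20, edgeR adjusted p = 0.0112). Neither was called without CTTN 1 or any 1 control library (edgeR adjusted p up to 0.157 for HPGD and 0.0925 for HS6ST3). GPRC5A fell from 3076 ± 106 to 1186 ± 108 normalized counts (SD, n = 3 each), a log2 fold change of -1.37 (edgeR adjusted p = 0.00301), and was called in each of the 6 fits that left out 1 library. C1orf61, with 13.3 ± 4.0 normalized counts in CON and 15.2 ± 7.1 in CTTN cells (SD, n = 3 each), was indistinguishable between the groups (log2 fold change 0.19, edgeR adjusted p = 0.765) and changed sign without CTTN 1 (-0.16) and without control library A (-0.005). The genes listed as higher had a median transcript length of 1582 nt and those listed as lower one of 4347 nt, against 2350 nt over all genes tested. Under the length offset, the 64 genes kept their direction and 45 were called.

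**Figure D2:**
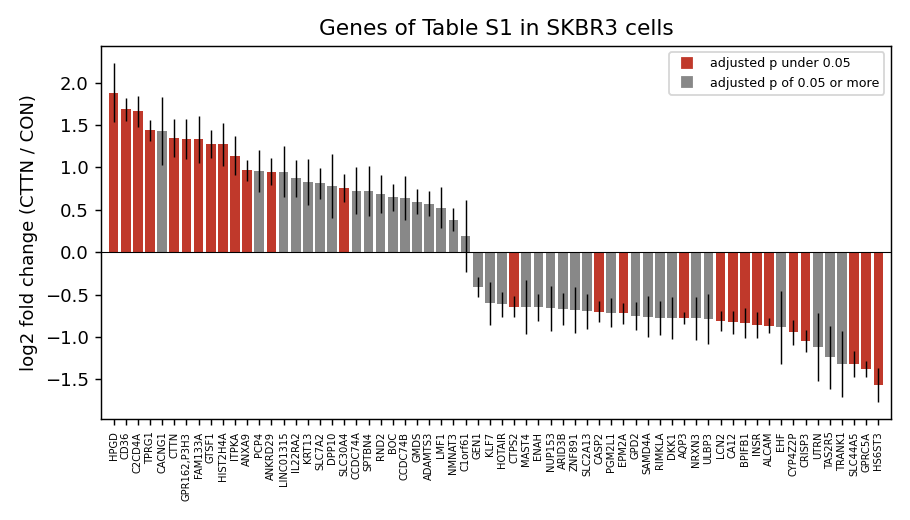
Log2 fold change of the 64 tested genes of Table S1 in CTTN against CON SKBR3 cells, ordered by size, from edgeR. Lines are standard errors, and red bars mark the 27 genes with an adjusted p under 0.05. The bars run from 1.88 for HPGD to -1.57 for HS6ST3.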

We also identified CTTN-target genes associated with trastuzumab resistance by comparing this RNA-seq data with 3 GEO datasets (GSE58984, GSE55348, GSE50948) of trastuzumab-treated patients (Figure 3D, Table S1). 

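DKK1, the gene of DKK-1, lies on chromosome 10 of GRCh38 from 52314296 to 52318042 and is listed as XLOC_005390. Its normalized count was 56.2 ± 13.4 (SD, n = 3) in CON cells and 33.0 ± 5.7 (SD, n = 3) in CTTN cells. The log2 fold change was -0.78 (standard error 0.25), with an adjusted p of 0.112 over all genes tested from edgeR's test. DKK1 met the study's criterion of an unadjusted p under 0.05 with at least a 1.5-fold change. Its unadjusted p was over 0.05 without control library B, without control library C and in the limma fits on FPKM values, and under 0.05 in the other alternatives. The 3 CTTN libraries had 35.5, 26.5 and 37.0 normalized counts, all below the 40.7, 64.3 and 63.5 of control libraries A, B and C (two-sided exact permutation test, p = 0.1, the smallest p this design allows). Leaving out 1 library in turn kept the log2 fold change between -0.96 and -0.65, with an edgeR adjusted p between 0.0787 and 0.332. On log2(FPKM + 1) values, a scale that understates changes of low genes, it was -0.39 (limma adjusted p = 0.236). None of the 15 alternatives set before the data were examined called DKK1 (adjusted p between 0.0787 and 0.391). The DKK1 transcript measures 1452 nt. With the length offset, chosen after the values were seen, the log2 fold change was -1.00 (edgeR adjusted p = 0.0236).

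**Figure D3:**
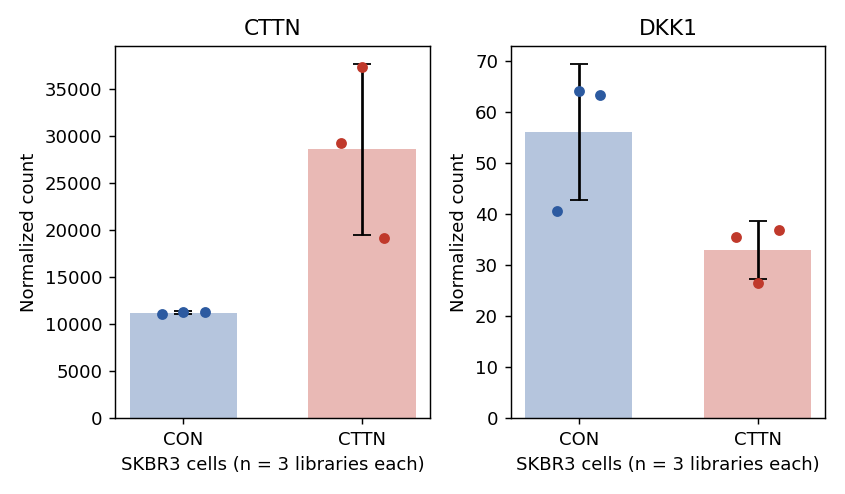
Normalized counts of CTTN and of DKK1 in CON and CTTN SKBR3 cells. Points are the 3 libraries of each group, bars their mean and lines the SD. The CTTN libraries lie above all 3 control libraries for CTTN and below them for DKK1.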

Prompted by the GSEA results, we found that the Wnt signaling antagonist DKK-1 was downregulated by CTTN overexpression. Wnt/β-catenin signaling has been identified as a key mechanism regulating CSCs [35]. Therefore, we measured the protein and mRNA levels of DKK-1 in CTTN-overexpressing and -knockdown cell lines by western blotting (Figure 3E and Figure S2A) and real time qPCR (Figure 3F), respectively. To confirm these findings, we then investigated whether CTTN activated the Wnt signaling pathway and found that phosphorylated GSK3-β and β-catenin were elevated in CTTN-overexpressing SKBR3 cells and decreased in CTTN-knockdown JIMT-1 cells (Figure 3E). Furthermore, overexpression of CTTN stimulated translocation of β-catenin to the nucleus, while CTTN knockdown resulted in reduced nuclear localization of b-catenin (Figure 3G). These findings collectively imply that CTTN downregulates the expression of DKK-1 thus activating the Wnt/β-catenin/TCF signaling pathway.

### 3.4. Inhibition of Wnt Signaling Reverses CTTN-Induced CSC-like Properties and Trastuzumab Resistance

We next explored whether the Wnt signaling pathway was responsible for the increased breast CSC-like cell numbers and trastuzumab resistance caused by CTTN overexpression. Increased levels of c-Myc and CyclinD1 in CTTN overexpressing SKBR3 and BT474 cells were reversed by treatment with the β-catenin/TCF inhibitor, FH535 (Figure 4A). Furthermore, the increase in the cell population with high ALDH activity due to CTTN-overexpression was also abolished by FH535 treatment (Figure 4B). Similarly, treatment with FH535 resulted in reduced tumorsphere formation by CTTN-overexpressed SKBR3 and BT474 cells (Figure 4C). Since it has been suggested that CSCs are responsible for the resistance to anti-HER2 drugs [15], we tested whether the CTTN-induced Wnt signaling affected the response to trastuzumab. In colony formation assays of CTTN-overexpressing SKBR3 and BT474 cells, combination treatment with trastuzumab and FH535 overcame trastuzumab resistance (Figure 4D).

Thus, we have shown that CTTN induces CSC activity, tumor growth, and trastuzumab resistance in HER2+ breast cancer. Mechanistically, CTTN appears to downregulate DKK-1 and thereby activate the Wnt signaling pathway, which then induces CSC-like behavior and trastuzumab resistance (Figure 4E).

## 4. Discussion

Our findings clarify the role of CTTN in inducing tumor initiation and trastuzumab resistance in HER2+ breast cancer. CTTN overexpression is a marker of a poor prognosis in HER2+ breast cancer. Mechanistically, CTTN downregulates DKK-1, a Wnt antagonist, in HER2+ breast cancer, resulting in activation of the Wnt signaling pathway and expansion of the number of CSCs, as well as resistance to trastuzumab (Figure 4E). Treatment with the Wnt signaling inhibitor was able to overcome CTTN-induced trastuzumab resistance in HER2+ breast cancer. This evidence suggests that CTTN could be clinically useful for overcoming the trastuzumab-resistance of HER2+ breast cancers.

Various groups have previously suggested that innate and acquired resistance to trastuzumab is related to PI3K signaling, IGF1R and EGFR, and expression of p95HER2 [3,14]. In addition, emerging evidence suggests that it is closely associated with the presence of breast CSCs (BCSCs). Deregulation of several pathways involved in regulating BCSCs, including the Notch, TGF-β/SMAD, and Wnt/β-catenin pathways, can result in an increase or transition of BCSCs. Targeting these pathways in combination with trastuzumab treatment was able to overcome trastuzumab resistance [15]. Consistent with this, our data suggest that CTTN enhances trastuzumab resistance by downregulating DKK-1, thereby activating the Wnt signaling pathway. It has been reported that overexpression of WNT3 activates the Wnt/β-catenin signaling pathway, resulting in transactivation of EGFR and provoking an EMT-like phenotype, which in turn could underlie the trastuzumab resistance of HER2+ breast cancers [36]. In gastric cancer, the canonical Wnt/β-catenin signaling pathway was found to be activated in trastuzumab-resistant cancer cells [37]. In agreement with these results, we demonstrated that treatment with the Wnt signaling inhibitor, FH535, overcame the trastuzumab resistance of CTTN-overexpressing HER2+ breast cancer cells. Thus, our results suggest that trastuzumab and a TCF/β-catenin inhibitor could be used in combination to treat HER2+ breast tumors expressing high levels of CTTN.

Amplification of chromosome locus 11q13 has been related to a poor prognosis in many human cancers, including breast cancer [38,39,40]. CTTN, which is in this region, has been identified as a putative promoter of tumorigenesis and is mainly involved in processes underlying tumor progression, such as cell migration, invasion, and tumor metastasis [8,9,10,11,12,13,41,42]. However, little is known about its ability to initiate tumors and induce anti-cancer drug resistance. Wei et al. have reported that in melanoma low RNF128 levels promote EMT and stemness via Wnt signaling by protecting CD44 and CTTN from degradation [12]. In agreement with this, we report that CTTN induces CSC-like properties via Wnt signaling in breast cancer, suggesting that CTTN is involved in tumor initiation as well as progression. There are several reports that overexpression of CTTN can induce resistance to anti-cancer drugs. In head and neck squamous cell carcinoma (HNSCC), CTTN induces gefitinib resistance by attenuating EGFR and c-MET degradation [13]. Another study has revealed that the β1 integrin/FAK/cortactin/JNK1 pathway is essential for radiation resistance in HNSCC cells [43]. Our data suggest that CTTN plays a crucial role in resistance to anti-cancer treatments such as chemotherapy and radiotherapy. To the best of our knowledge, we are the first to propose a role of CTTN in the trastuzumab resistance of HER+ breast cancer.

## 5. Conclusions

In this study, we have revealed that CTTN not only promotes cancer progression but also plays a crucial role in tumor initiation and anti-cancer drug resistance in HER2+ breast cancer. CTTN enhanced the number of CSCs and conferred trastuzumab resistance by downregulating DKK-1 and activating the Wnt signaling pathway. We propose that HER2+ breast cancer patients with high CTTN expression could benefit from combination therapy with trastuzumab and Wnt signaling inhibitors such as FH535. In conclusion, CTTN is a biomarker of a poor prognosis and a possible target for treating the trastuzumab resistance of HER2+ breast cancers.

## Figures and Tables

**Figure 1:**
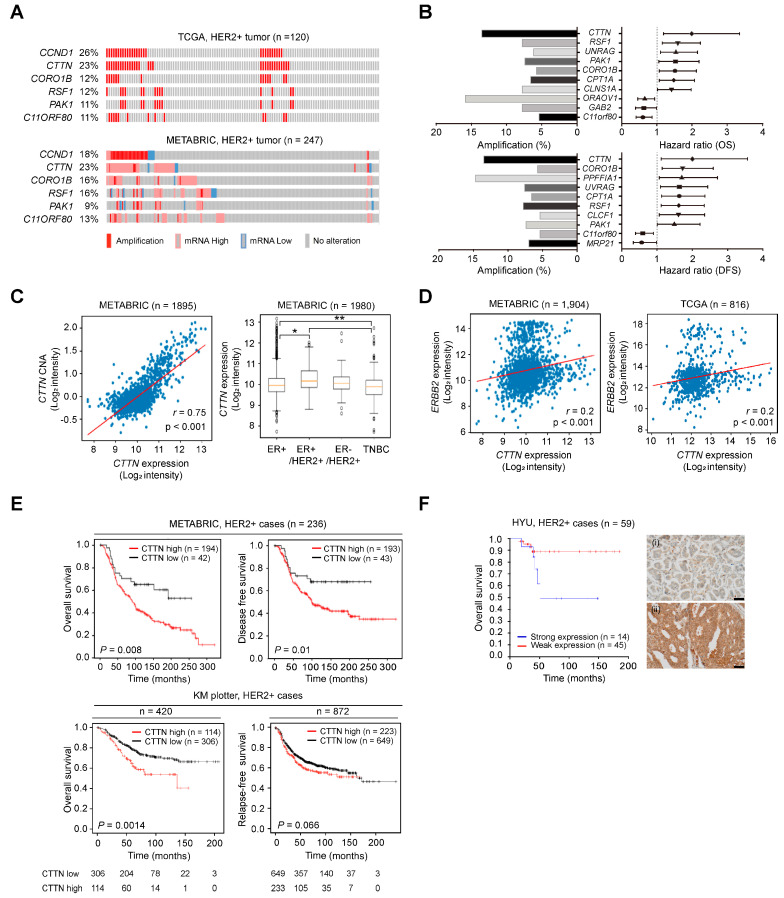
Genetic alterations of CTTN and their clinical impact in HER2 positive breast cancer. (**A**) Oncoprints representing the gene amplification and expression levels of genes at 11q13 in the indicated breast cancer datasets. (**B**) Forest plots representing the hazard ratios (HRs) of genes located at 11q13 according to the overall survival (OS) (**top right**) and disease-free survival (DFS) (**bottom right**) of HER2+ breast cancer patients from the METABRIC dataset. Genes in 11q13 were nominated based on hazard ratios (CTTN, HR (OS), 1.994; *p* = 0.009, HR (DFS), 2.005; *p* = 0.018). Bar graphs represent the percentage amplifications of the indicated genes (**left**). (**C**) Scatter plot displaying the correlation between copy number alteration (CNA) and expression of CTTN in METABRIC (**left**). Pearson’s correlation coefficient was used to determine r values. The box plots display CTTN mRNA levels in selected subtypes from METABRIC (**right**). The vertical bars from the boxes (whiskers) indicate lowest and highest values. The horizontal lines (red) inside the boxes indicate medians. The 25th and 75th percentiles are represented by the bottom and top of the boxes, respectively. *p*-values were determined by one-way ANOVA followed by post hoc Tukey tests. * *p* < 0.05, ** *p* < 0.01 (**D**) Scatterplots displaying the correlation between expression of CTTN and HER2. Pearson’s correlation coefficient was used to determine the r value. *p*-values were determined by one-way ANOVA with post hoc LSD tests. (**E**) Using the Kaplan–Meier method and the log-rank test, the survival of HER2+ breast cancer patients was analyzed based on CTTN expression in METABRIC (**top**) and KM plotter (**bottom**). (**F**) Analysis of the OS of HER2+ breast cancer patients in the Hanyang cohort (HYU, Hanyang University) according to CTTN expression. Groups were stratified by IHC-based CTTN protein expression. *p*-values were determined by the Kaplan–Meier method with the log-rank test. Representative photomicrographs of intensity scores for CTTN staining in HER2 positive breast cancer (right). ((**i**): weak, (**ii**): strong, original magnification ×400, scale bars, 50 µm).

**Figure 2:**
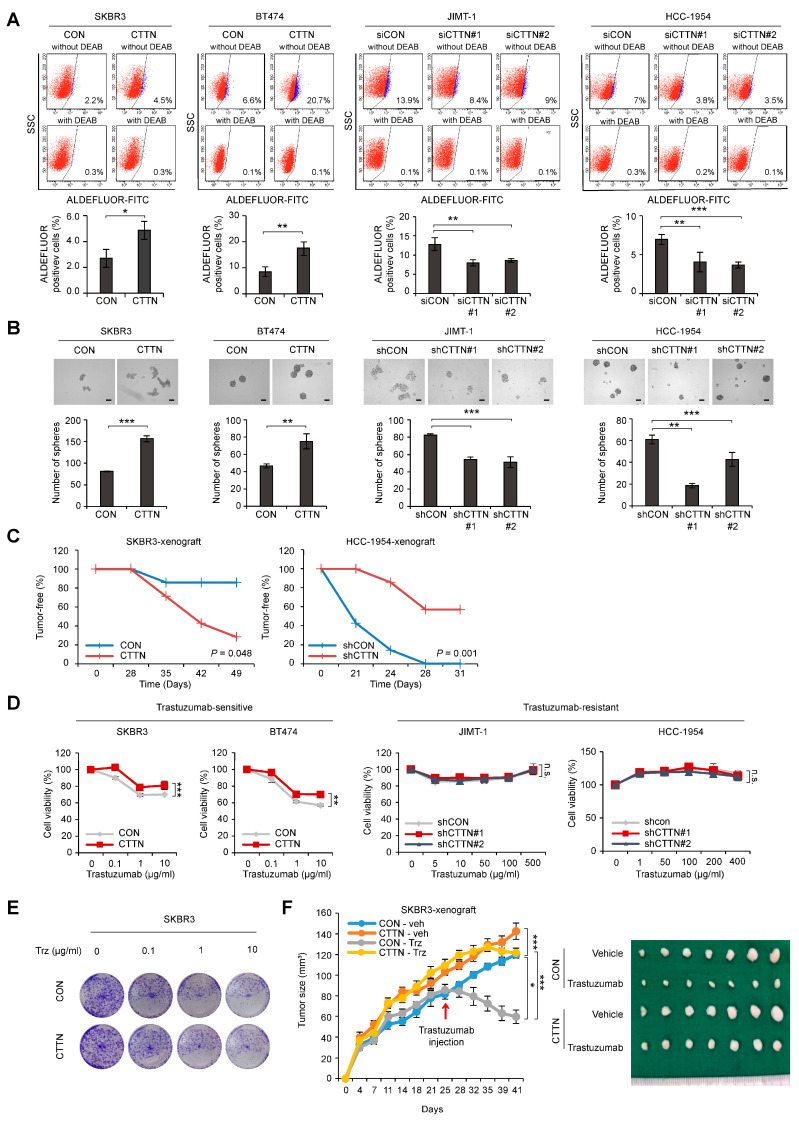
Effect of CTTN overexpression on breast CSC activity and response to trastuzumab in HER2 positive breast cancer. (**A**) The ALDEFLUOR assay was used on the indicated cell lines to analyze cell populations showing high ALDH activity. Cells were either treated with the ALDH inhibitor DEAB (negative control) or left untreated (experimental groups) and then incubated with the ALDEFLUOR substrate (BAAA). The percentage of the population that was ALDEFLUOR-positive was analyzed by FACS from the shift of fluorescent cells observed in the dot plots of samples not exposed to DEAB. Data are means ± SD of three independent samples. *p*-values were determined using two-tailed Student’s *t*-tests for SKBR3 and BT474 cells or one-way ANOVA followed by a post hoc LSD test for JIMT-1 and HCC-1954 cells. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 versus controls (CON or siCON). CON, control; CTTN, CTTN overexpression; siCON, siRNA control; siCTTN, CTTN siRNA; with DEAB, DEAB-treated samples; without DEAB, not exposed to DEAB. (**B**) Tumorsphere formation assays were used to examine the self-renewal ability of CSCs in the indicated cell lines. After 5 days, the number of tumorspheres (>100 μm in diameter) was counted. Data are presented as the means ± SD of three biological replicates. *p*-values were determined by two-tailed Student’s *t*-tests (BT474 cells) or one-way ANOVA with a post hoc LSD test (HCC-1954 cells). ** *p* < 0.01, *** *p* < 0.001 versus controls (CON or shCON). CON, empty vector; CTTN, CTTN overexpression; shCON, shRNA control; shCTTN, CTTN knockdown. Scale bar 100 μm. (**C**) Tumor-free survival curves of mice orthotopically injected with the indicated cells. *p*-values were calculated using the Kaplan–Meier method with the log-rank test. CON, empty vector; CTTN, CTTN overexpression; shCON, shRNA control; shCTTN, CTTN knockdown. (**D**) Sulforhodamine B (SRB) assays were used to determine the viability of the indicated cell types treated with different doses of trastuzumab for five days. Data are presented as the mean ± SD of three technical replicates. *p*-values were determined by RM ANOVA with a post hoc LSD test. n.s., not significant, ** *p* < 0.01, *** *p* < 0.001 versus controls. CON, empty vector; CTTN, CTTN overexpression; shCON, shRNA control; shCTTN, CTTN knockdown. (**E**) Colony formation assays on the indicated cells treated with different doses of trastuzumab for 9 days and maintained in the same medium for another 3 days. (**F**) The effect of CTTN overexpression on the response of HER2+ breast cancer cells to trastuzumab in vivo. Control (CON) or CTTN-overexpressing (CTTN) SKBR3 cells were orthotopically xenografted into mice. The mice were then treated with vehicle (Veh) or 20 mg/kg trastuzumab (Trz). The growth of tumors was monitored twice a week for 5–6 weeks (*n* = 7 mice/group; mean ± SEM). *p*-values were determined with RM ANOVA followed by a post hoc LSD test. * *p* < 0.05 (CON-veh versus CON-Trz), *** *p* < 0.001 (CON-veh versus CTTN-veh or CON-Trz versus CTTN-Trz).

**Figure 3:**
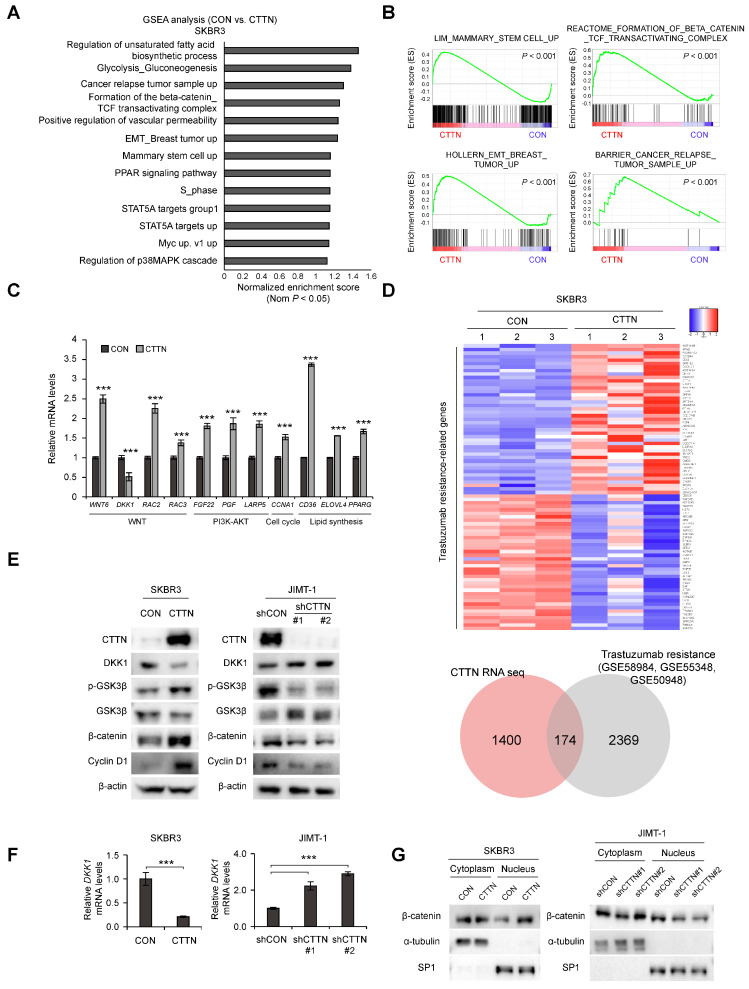
Overexpression of CTTN activates the Wnt signaling pathway by downregulating DKK-1 expression. (**A**,**B**) Analysis of the signaling pathways and gene signatures affected by CTTN overexpression in SKBR3 cells by gene set enrichment analysis (GSEA) of RNA-seq data. (**C**) Validation by qRT-PCR of the CTTN-target genes identified by RNA-seq. Data represent mean ± SD of three technical replicates. *p*-values were determined by two-tailed Student’s *t*-tests. *** *p* < 0.001 versus control. (**D**) Heatmap (top) showing the genes present in both the trastuzumab resistance-associated gene sets (GSE58984 [32], GSE55348 [33], GSE50948 [34]) and the set of genes differentially expressed (≥1.5-fold) in response to CTTN overexpression in SKBR3 cells (as obtained from the RNA seq data). The Venn diagram indicates numbers of overlapping genes. CON, control group; CTTN, CTTN overexpressing group. (**E**) Western blot showing DKK-1, β-catenin and cyclinD1 expression and phosphorylation levels of GSK3-β in SKBR3 and JIMT1 cells. CON, empty vector; CTTN, CTTN overexpression; shCON, shRNA control; shCTTN, CTTN knockdown. (**F**) qRT-PCR analysis of DKK-1 mRNA levels in SKBR3 and JIMT-1 cells. The data are means ± SD of three technical replicates. *p*-values were determined by two-sided Student’s *t*-tests (for SKBR3 cells) or one-way ANOVA with post hoc LSD test (for JIMT-1 cells). *** *p* < 0.001 versus controls (CON or shCON). CON, empty vector; CTTN, CTTN overexpression; shCON, shRNA control; shCTTN, CTTN knockdown. (**G**) Nuclear translocation of β-catenin in the selected stable cell lines. CON, empty vector; CTTN, CTTN overexpression; shCON, shRNA control; shCTTN, CTTN knockdown. The uncropped blots are shown in Figures S2 and S3A,B.

**Figure 4:**
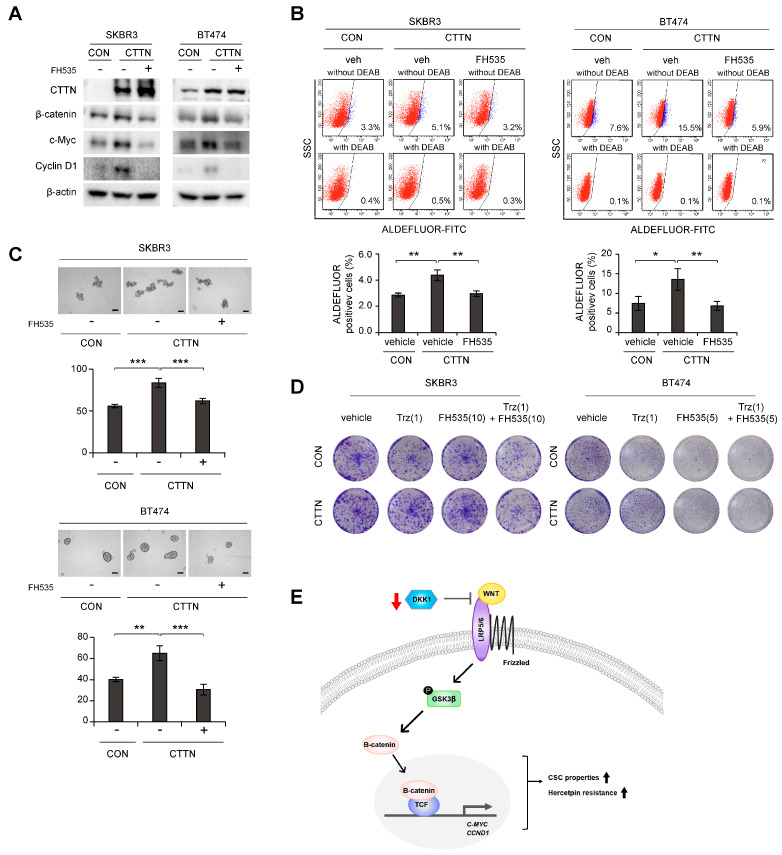
Effect of inhibition of Wnt signaling on CTTN-induced cancer stem cell-like properties and trastuzumab resistance. (**A**) Immunoblots of lysates of the indicated cells after treatment with 10 µM FH535 or DMSO (vehicle) for 24 h. (**B**) Effect of the Wnt/β-catenin/TCF pathway on CTTN-induced CSC activity in HER2+ breast cancer cells. Vehicle (veh) or 10 µM FH535 was added to the cells for 24 h, and the effects on the ALDH+ cell population were assessed by FACS analysis. The data are means ± SD of three technical replicates. *p*-values were determined by one-way ANOVA with post hoc LSD tests. * *p* < 0.05, ** *p* < 0.01. CON, empty vector; CTTN, CTTN overexpression. (**C**) Tumorsphere formation in CTTN-overexpressing SKBR3 and BT474 cells treated with 10 µM FH535. Scale bars, 100 µm. Data means ± SD of three biological replicates. *p*-values were calculated by one-way ANOVA with post hoc LSD tests. ** *p* < 0.01, *** *p* < 0.001. (**D**) Cells were treated with the indicated doses of trastuzumab (µg/mL), FH535 (µM) or Trastuzumab with FH535 for 5 days, maintained in the same medium for 10 days (for SKBR3 cells) or 6 days (for BT474 cells), and colony formation was measured. CON, empty vector; CTTN, CTTN overexpression; Trz, Trastuzumab. (**E**) Proposed model of how CTTN induces Wnt signaling, which in turn stimulates the development of CSC-like properties and trastuzumab resistance. The uncropped blots are shown in Figures S2 and S3C.

**Table 1:** CTTN enhances tumor-initiating ability in NOD/SCID mice.

Cell Type	Cell Number for Injection	Days						
		25 Days	32 Days	39 Days	47 Days	53 Days	60 Days	62 Days
SKBR3 CON	1000	0/7	0/7	0/7	0/7	0/7	0/7	0/7
	10,000	0/7	1/7	0/7	1/7	2/7	2/7	2/7
	100,000	0/7	2/7	3/7	3/7	5/7	5/7	6/7
TIC frequency			1/221,488	1/204,950	1/151,387	1/65,006	1/65,006	1/45,613
			(1/69,236–1/708,542)	(1/66,312–1/633,440)	(1/55,072–1/416,146)	(1/28,464–1/148,458)	(1/28,464–1/148,458)	(1/20,146–1/103,269)
SKBR3 CTTN	1000	0/7	0/7	0/7	0/7	0/7	0/7	1/7
	10,000	0/7	1/7	4/7	5/7	5/7	5/7	6/7
	100,000	1/7	4/7	5/7	5/7	7/7	7/7	7/7
TIC frequency		1/725,852	1/108,315	1/47,091	1/40,774	1/40,774	1/9538	1/5385
		(1/102,732–1/5,128,513)	(1/43,489–1/269,776)	(1/20,824–1/106,490)	(1/17,876–1/93,000)	(1/17,876–1/93,000)	(1/3924–1/23,184)	(1/2361–1/12,282)
*p*-value			0.343	0.039	0.049	0.433	0.002	<0.001
**Cell Type**	**Cell Number for Injection**	**Days**						
		**21 Days**		**24 Days**		**28 Days**	**31 Days**	
HCC-1954 shCON	1000	0/7		0/7		1/7	4/7	
	10,000	4/7		6/7		7/7	7/7	
	100,000	4/7		6/7		7/7	7/7	
TIC frequency		1/63,227		1/22,866		1/3213	1/1176	
		(1/27,750–1/144,061)		(1/9028–1/57,912)		(1/1339–1/7710)	(1/435–1/3183)	
HCC-1954 shCTTN#1	1000	0/7		0/7		0/7	0/7	
	10,000	0/7		1/7		2/7	2/7	
	100,000	0/7		1/7		2/7	3/7	
TIC frequency		1/725,852		1/359,832		1/164,203	1/119,227	
				(1/86,771–1/1,492,202)		(1/58,039–1/464,560)	(1/46,688–1/304,468)	
*p*-value				0.0015		0.0001	0.0001	

## Data Availability

The RNA-seq data have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE201563.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers15041168/s1, Figure S1: Expression patterns and genetic alterations of CTTN in human breast cancer cell lines; Figure S2: Quantification of western blots using imageJ software; Figure S3: Uncropped western blot images; Table S1. 

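Table S1 gives for each gene a locus, a log2 fold change and a p-value in CTTN against CON SKBR3 cells, for 34 genes listed as higher and 34 as lower. For all 68, the listed log2 fold change lay within 6.71e-06 of the log2 ratio of the mean deposited FPKM of the 3 CTTN libraries to that of the 3 CON libraries, a comparison chosen after the values were seen. FPKM divides the reads on a gene by its transcript length and the library's depth. HIST1H4B, PSORS1C2, HIST1H3A and DMKN had too few reads to pass edgeR's filter and were not tested.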

List of upregulated and downregulated genes associated with trastuzumab resistance used in Heatmap of Figure 3D.

# Supplementary material for: CTTN Overexpression Confers Cancer Stem Cell-like Properties and Trastuzumab Resistance via DKK-1/WNT Signaling in HER2 Positive Breast Cancer
**Source:** Cancers (Basel). 2023 Feb 11;15(4):1168. doi: 10.3390/cancers15041168
**Supplement:** Supplementary file 1

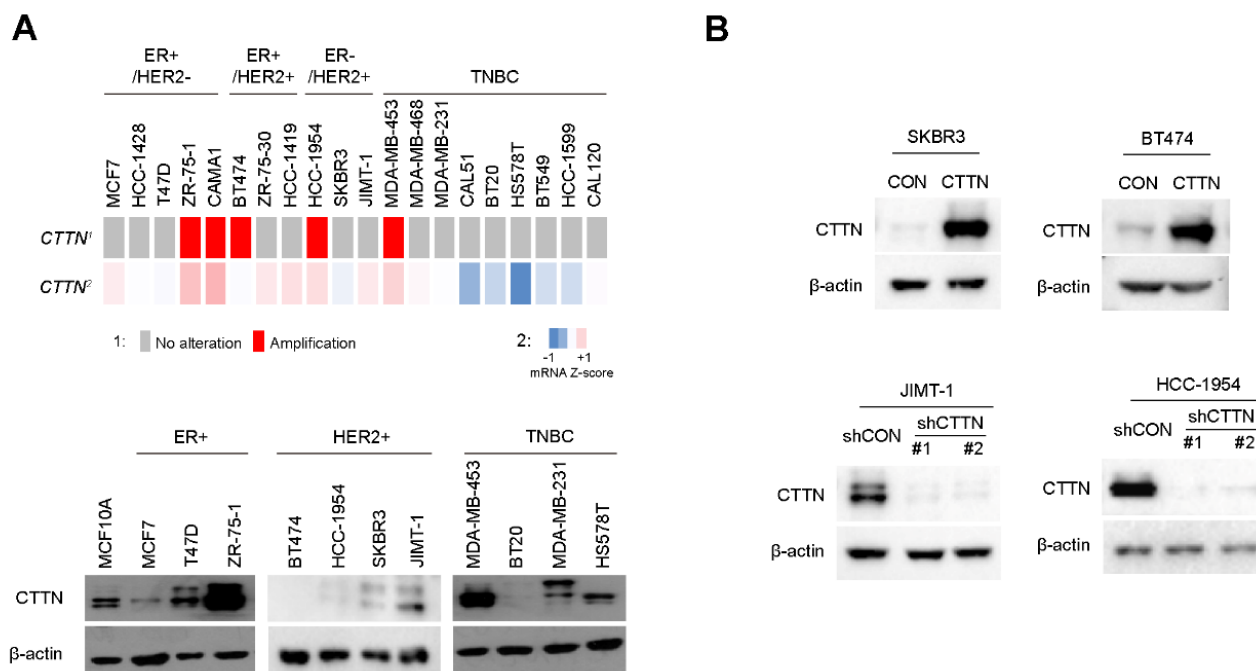

**Figure S1.** Expression patterns and genetic alterations of *CTTN* in human breast cancer cell lines. **(A)** Oncoprints from the Cancer Cell Line Encyclopedia (CCLE) dataset displaying relative levels of expression and genetic alterations of *CTTN* in several breast cancer cell lines with indicated subtypes (top). Immunoblots showing the expression levels of *CTTN* in the indicated breast cancer cell lines. **(B)** Immunoblots confirming the extents of *CTTN* overexpression or knockdown in the indicated cell lines.

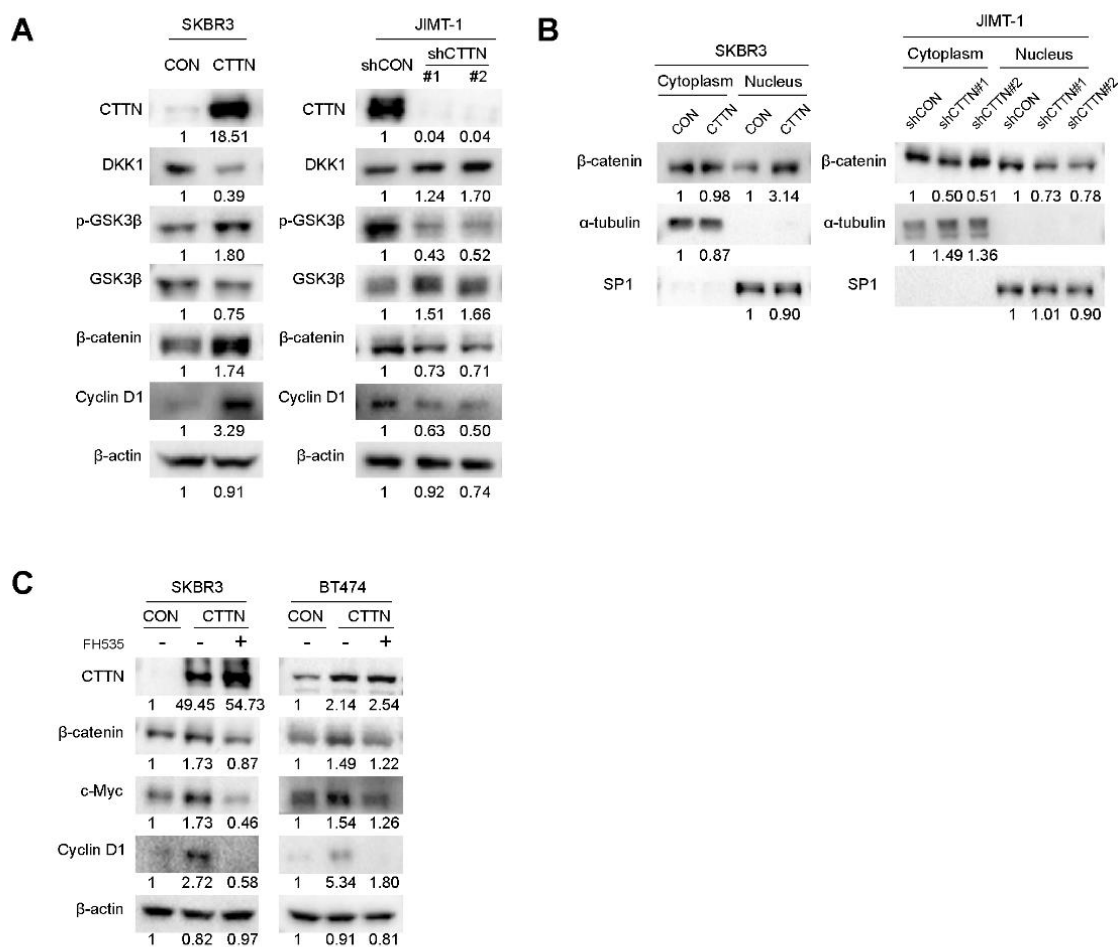

**Figure S2.** Quantification of western blots using imageJ software. (**A**, **B** and **C**) Relative band intensities of western blots in Figure 3E, G, and Figure 4A, respectively. Numbers below each band indicate the relative intensity of the band. All band intensities were normalized with the intensity of the loading controls. Loading control refers to  $\beta$ -actin in Figures S2A and S2C, while  $\alpha$ -tubulin and SP1 were used as loading controls for cytoplasmic and nuclear protein samples, respectively, in Figure S2B.

**Table S1.** List of upregulated and downregulated genes associated with trastuzumab resistance used in heatmap of Figure 3D.**Upregulated trastuzumab resistance-associated genes**

| No. | Gene        | Locus                 | log2(fold_change) | p-value |
|-----|-------------|-----------------------|-------------------|---------|
| 1   | HIST1H4B    | 6:26026814-26027252   | 2.08711           | 0.02255 |
| 2   | HPGD        | 4:174490176-174523154 | 1.77178           | 0.00005 |
| 3   | PSORS1C2    | 6:31114749-31140092   | 1.72969           | 0.0333  |
| 4   | C2CD4A      | 15:62066976-62070917  | 1.61387           | 0.00005 |
| 5   | CD36        | 7:80312573-80679277   | 1.50663           | 0.00005 |
| 6   | GPR162,P3H3 | 12:6821544-6839851    | 1.47835           | 0.00005 |
| 7   | CACNG1      | 17:67044589-67056797  | 1.46698           | 0.00875 |
| 8   | HIST1H3A    | 6:26020489-26020900   | 1.37422           | 0.04105 |
| 9   | DMKN        | 19:35497219-35513658  | 1.31764           | 0.00005 |
| 10  | FAM133A     | X:93674012-93712274   | 1.27885           | 0.0002  |
| 11  | CTTN        | 11:70270699-70436584  | 1.27088           | 0.00005 |
| 12  | GTSF1       | 12:54353660-54548238  | 1.26892           | 0.0077  |
| 13  | HIST2H4A    | 1:149832658-149841193 | 1.24874           | 0.00005 |
| 14  | TPRG1       | 3:188941714-189325304 | 1.23833           | 0.0002  |
| 15  | DPP10       | 2:114442298-115845752 | 1.23417           | 0.01535 |
| 16  | KRT13       | 17:41500980-41505705  | 1.21609           | 0.0013  |
| 17  | SPTBN4      | 19:40466240-40576464  | 1.09824           | 0.01215 |
| 18  | ADAMTS3     | 4:72280968-72569386   | 1.09682           | 0.00975 |
| 19  | ITPKA       | 15:41493392-41503551  | 1.0617            | 0.00005 |
| 20  | LINC01315   | 22:42364399-42369236  | 1.04981           | 0.00005 |
| 21  | CCDC74B     | 2:130129620-130145134 | 1.02569           | 0.0103  |
| 22  | ANXA9       | 1:150982016-150995634 | 1.01964           | 0.00005 |
| 23  | PCP4        | 21:39867316-39929397  | 1.00182           | 0.00005 |
| 24  | ANKRD29     | 18:23598925-23662885  | 0.980893          | 0.00005 |
| 25  | SLC30A4     | 15:45430528-45586304  | 0.938334          | 0.0058  |
| 26  | BOC         | 3:113211002-113441610 | 0.921363          | 0.0099  |
| 27  | C1orf61     | 1:156404249-156430701 | 0.911688          | 0.0142  |
| 28  | LMF1        | 16:853633-981596      | 0.898651          | 0.0077  |
| 29  | CCDC74A     | 2:131527674-131533666 | 0.801089          | 0.00025 |
| 30  | IL22RA2     | 6:137143819-137173648 | 0.794666          | 0.003   |
| 31  | SLC7A2      | 8:17497087-17570573   | 0.75828           | 0.0002  |
| 32  | NMNAT3      | 3:139389814-139678017 | 0.701521          | 0.01065 |
| 33  | RND2        | 17:43025240-43032036  | 0.681158          | 0.0227  |
| 34  | GMDS        | 6:1623805-2245692     | 0.663014          | 0.0005  |

**Downregulated trastuzumab resistance-associated genes**

| No. | Gene    | Locus                  | log2(fold_change) | p_value |
|-----|---------|------------------------|-------------------|---------|
| 1   | HS6ST3  | 13:96090838-96839562   | -1.63181          | 0.00005 |
| 2   | RIMKLA  | 1:42380794-42422578    | -1.4762           | 0.0093  |
| 3   | GPRC5A  | 12:12890781-12917937   | -1.37651          | 0.00005 |
| 4   | SLC44A5 | 1:75202130-75611116    | -1.35039          | 0.00005 |
| 5   | TAS2R5  | 7:141790216-141791367  | -1.28988          | 0.00405 |
| 6   | TRANK1  | 3:36826819-36945098    | -1.2453           | 0.0499  |
| 7   | CRISP3  | 6:49727383-49744437    | -1.10123          | 0.00005 |
| 8   | CTPS2   | X:16588002-16712936    | -1.01606          | 0.00385 |
| 9   | CA12    | 15:63321377-63382161   | -0.999982         | 0.00005 |
| 10  | CYP4Z2P | 1:46843094-46900437    | -0.947171         | 0.00005 |
| 11  | INSR    | 19:7112254-7294034     | -0.938271         | 0.00075 |
| 12  | UTRN    | 6:144285700-144853034  | -0.926427         | 0.0036  |
| 13  | EHF     | 11:34621092-34661057   | -0.92233          | 0.00005 |
| 14  | ENAH    | 1:225486834-225653142  | -0.88005          | 0.00615 |
| 15  | NRXN3   | 14:78170372-79868290   | -0.8567           | 0.00005 |
| 16  | ALCAM   | 3:105366908-105576900  | -0.823549         | 0.00005 |
| 17  | LCN2    | 9:128149070-128153455  | -0.805778         | 0.00005 |
| 18  | BPIFB1  | 20:33273479-33309878   | -0.803906         | 0.00015 |
| 19  | MAST4   | 5:66596360-67169595    | -0.790917         | 0.0189  |
| 20  | AQP3    | 9:33441153-33447633    | -0.783109         | 0.00005 |
| 21  | DKK1    | 10:52314295-52318042   | -0.781133         | 0.01565 |
| 22  | PGM2L1  | 11:74330317-74486051   | -0.770818         | 0.00015 |
| 23  | HOTAIR  | 12:53962307-53977643   | -0.763655         | 0.00335 |
| 24  | GPD2    | 2:156435289-156613735  | -0.753186         | 0.00005 |
| 25  | ULBP3   | 6:150063149-150069095  | -0.748546         | 0.00045 |
| 26  | EPM2A   | 6:145382534-145737218  | -0.722025         | 0.00375 |
| 27  | ZNF891  | 12:133079837-133130473 | -0.719246         | 0.042   |
| 28  | SAMD4A  | 14:54567096-54793315   | -0.699721         | 0.00205 |
| 29  | NUP153  | 6:17615034-17707344    | -0.685619         | 0.00005 |
| 30  | CASP2   | 7:143288214-143307696  | -0.682996         | 0.00005 |
| 31  | SLC2A13 | 12:39626166-40106089   | -0.680462         | 0.0012  |
| 32  | GEN1    | 2:17663811-17800242    | -0.67788          | 0.01135 |
| 33  | ARID3B  | 15:74541176-74598131   | -0.677589         | 0.0067  |
| 34  | KLF7    | 2:207074136-207167267  | -0.667            | 0.00075 |

**A** Uncropped blots of Figure 3E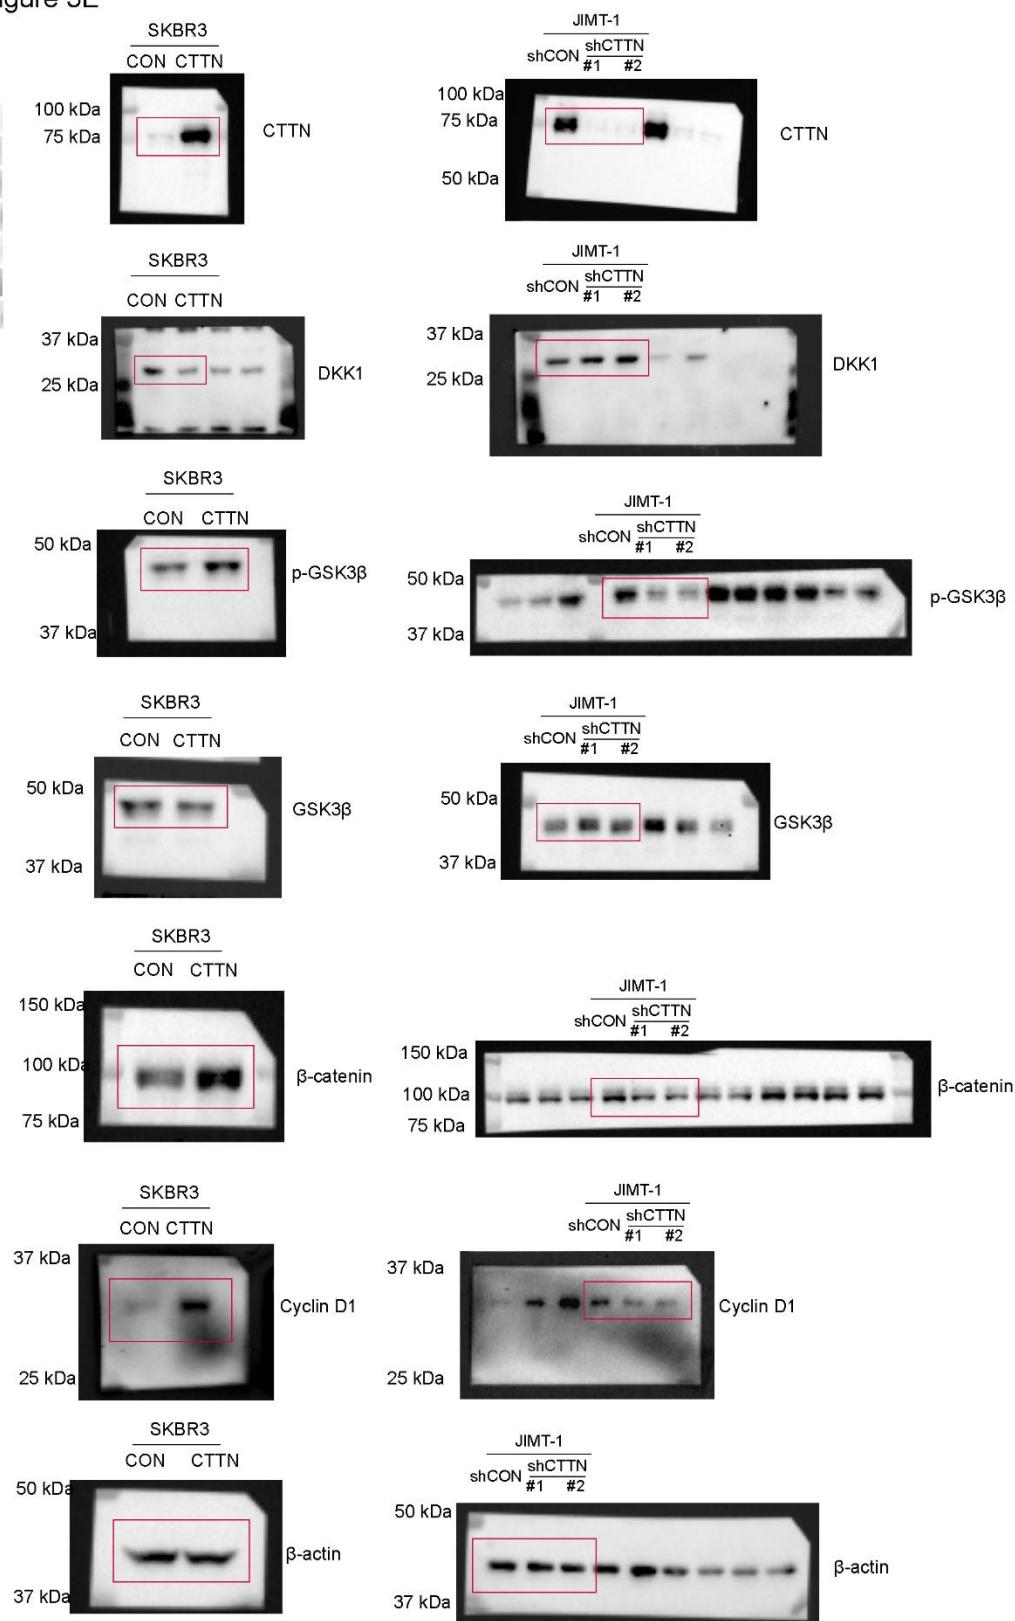

Figure. S3  
Moon., et al

## B Uncropped blots of Figure 3G

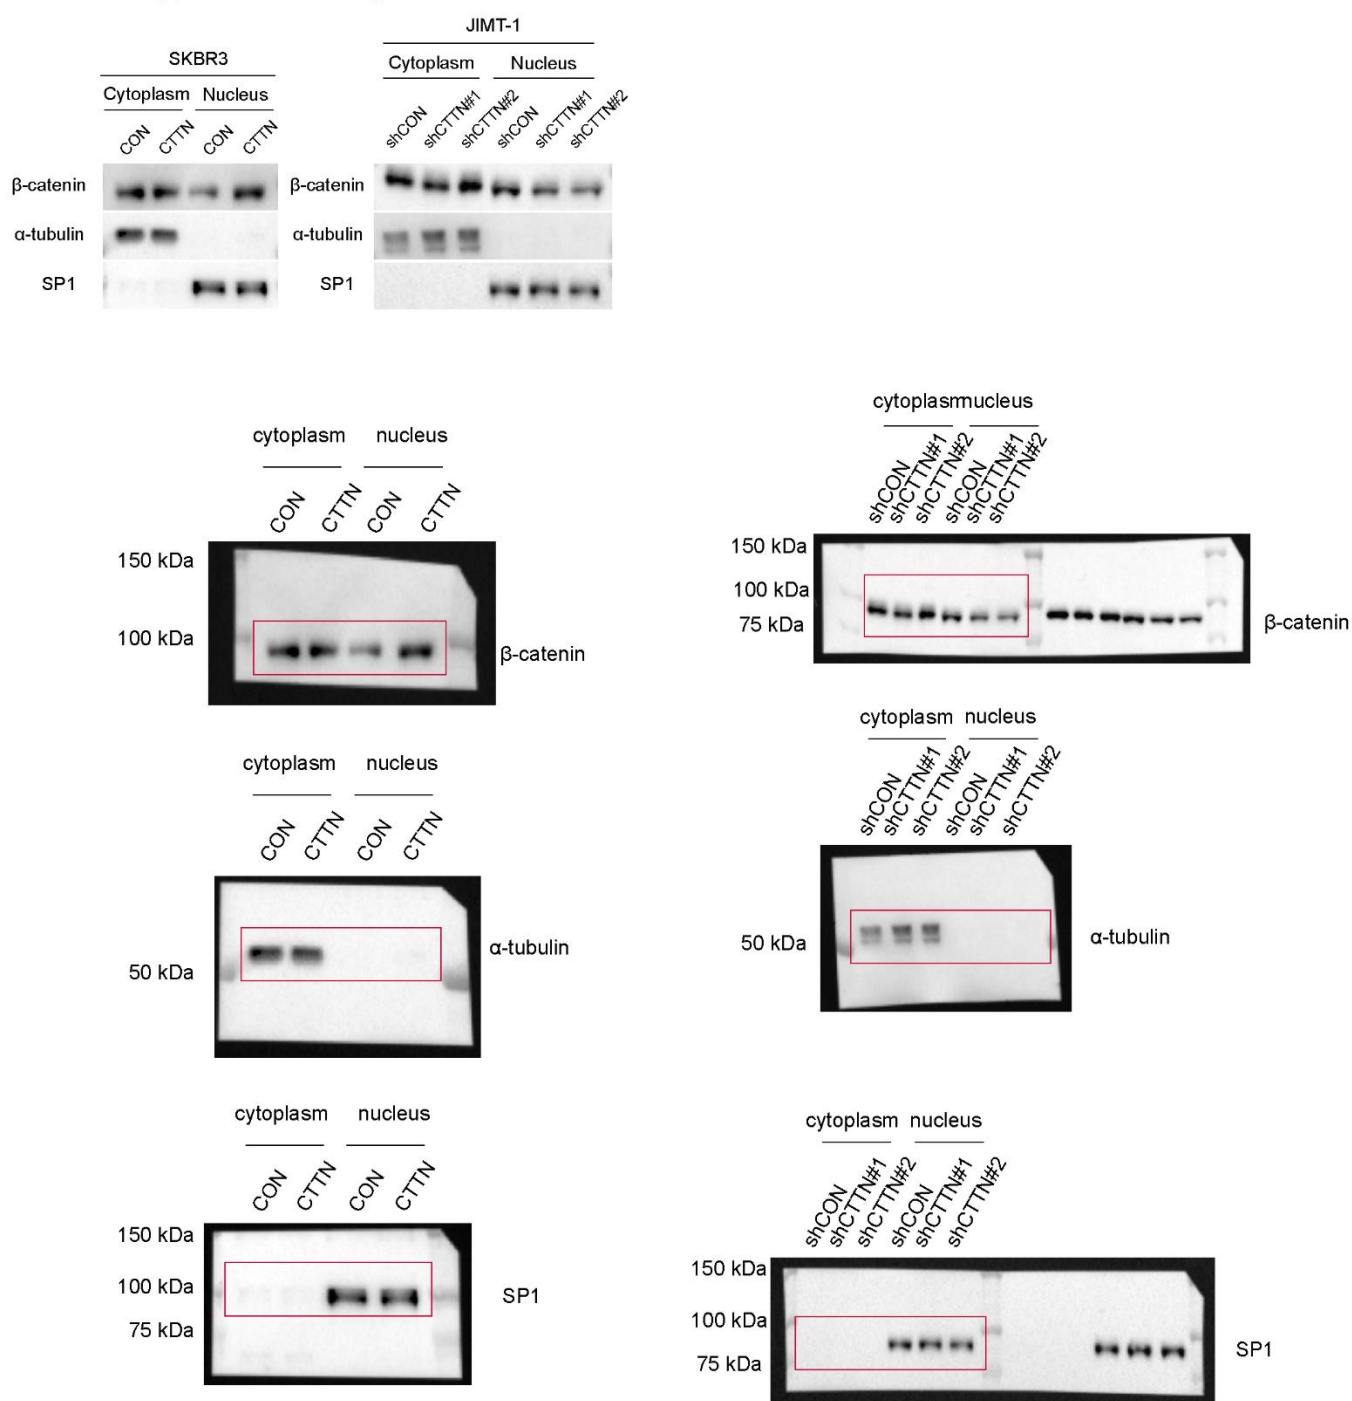

Figure. S3  
Moon., et al

C Uncropped blots of Figure 4A

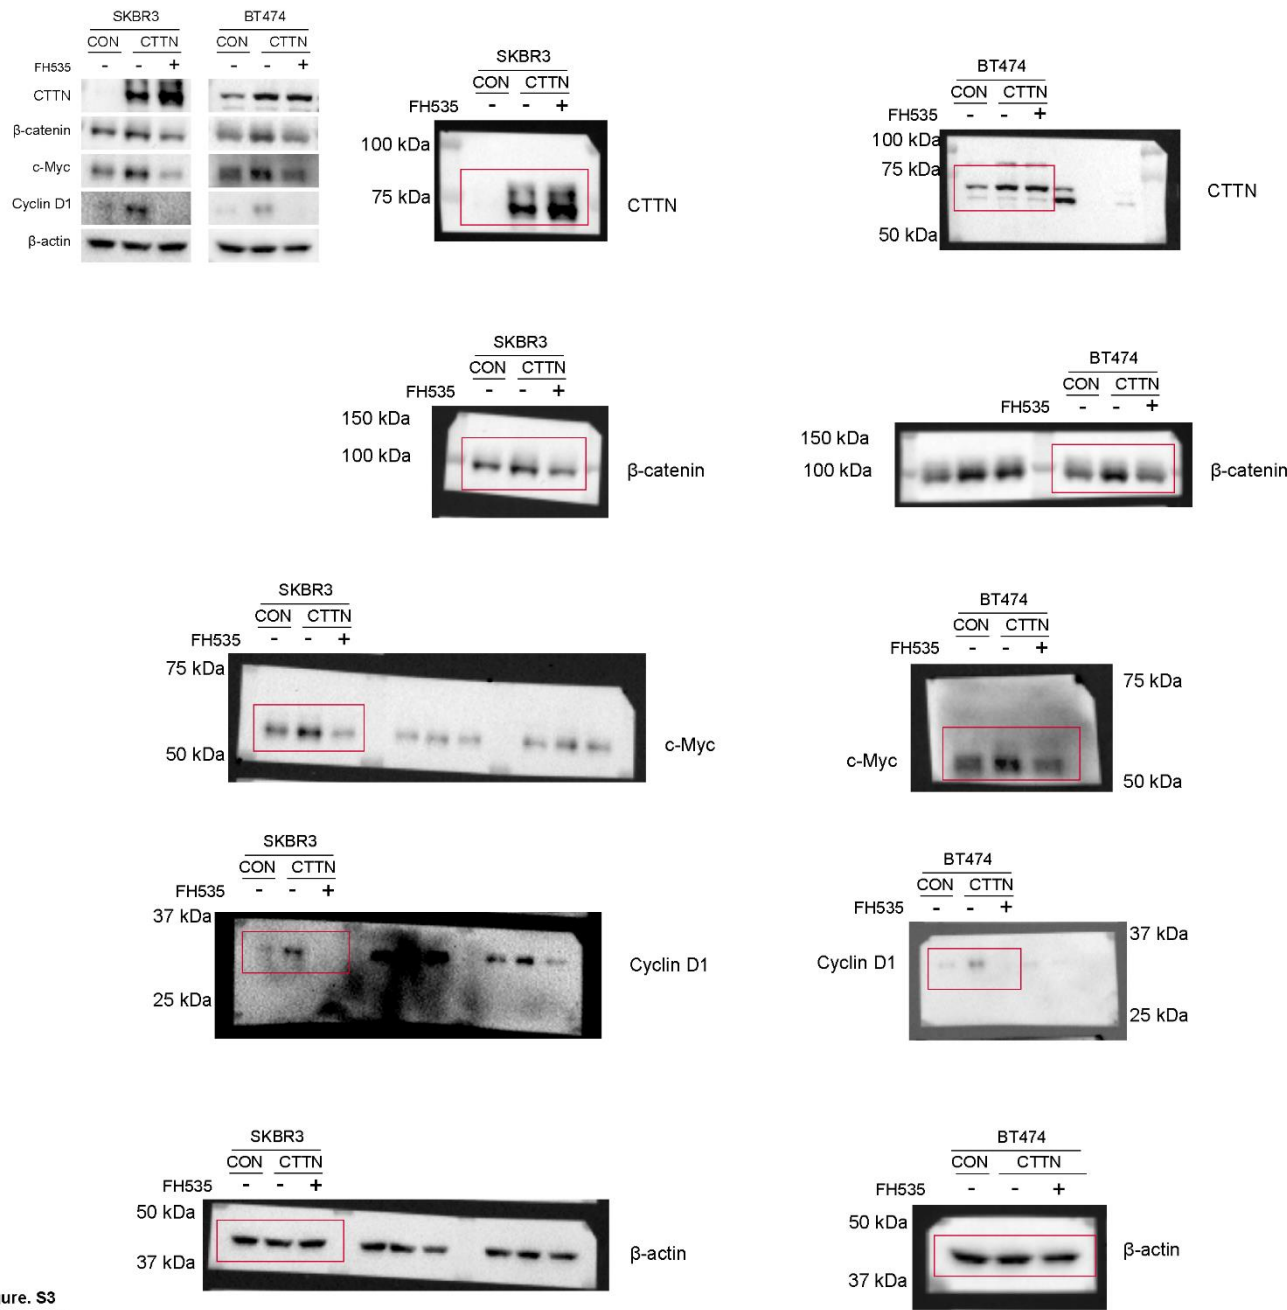

Figure. S3  
Moon., et al

D    Uncropped blots of Figure S1A

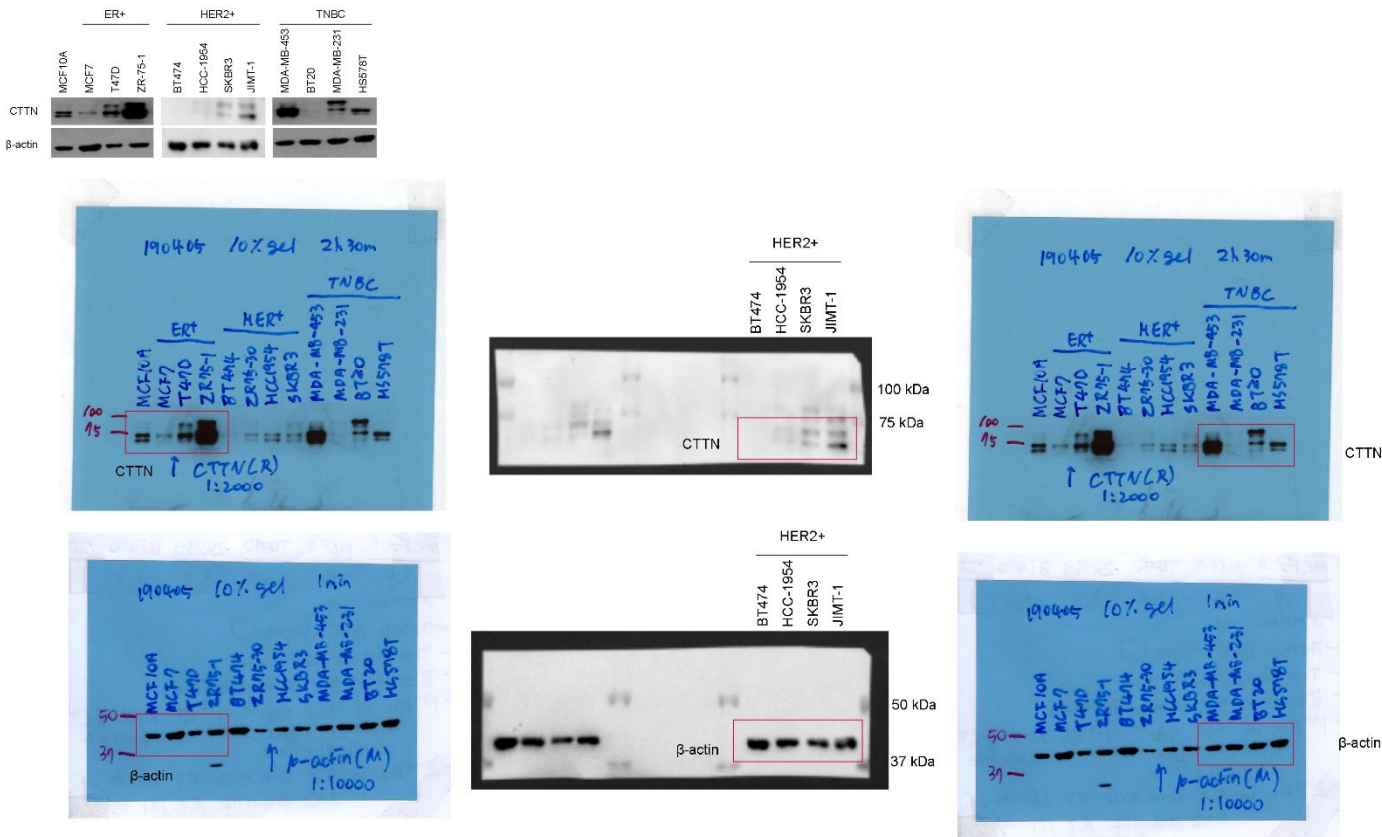

Figure. S3  
Moon, et al

**E** Uncropped blots of Figure S1B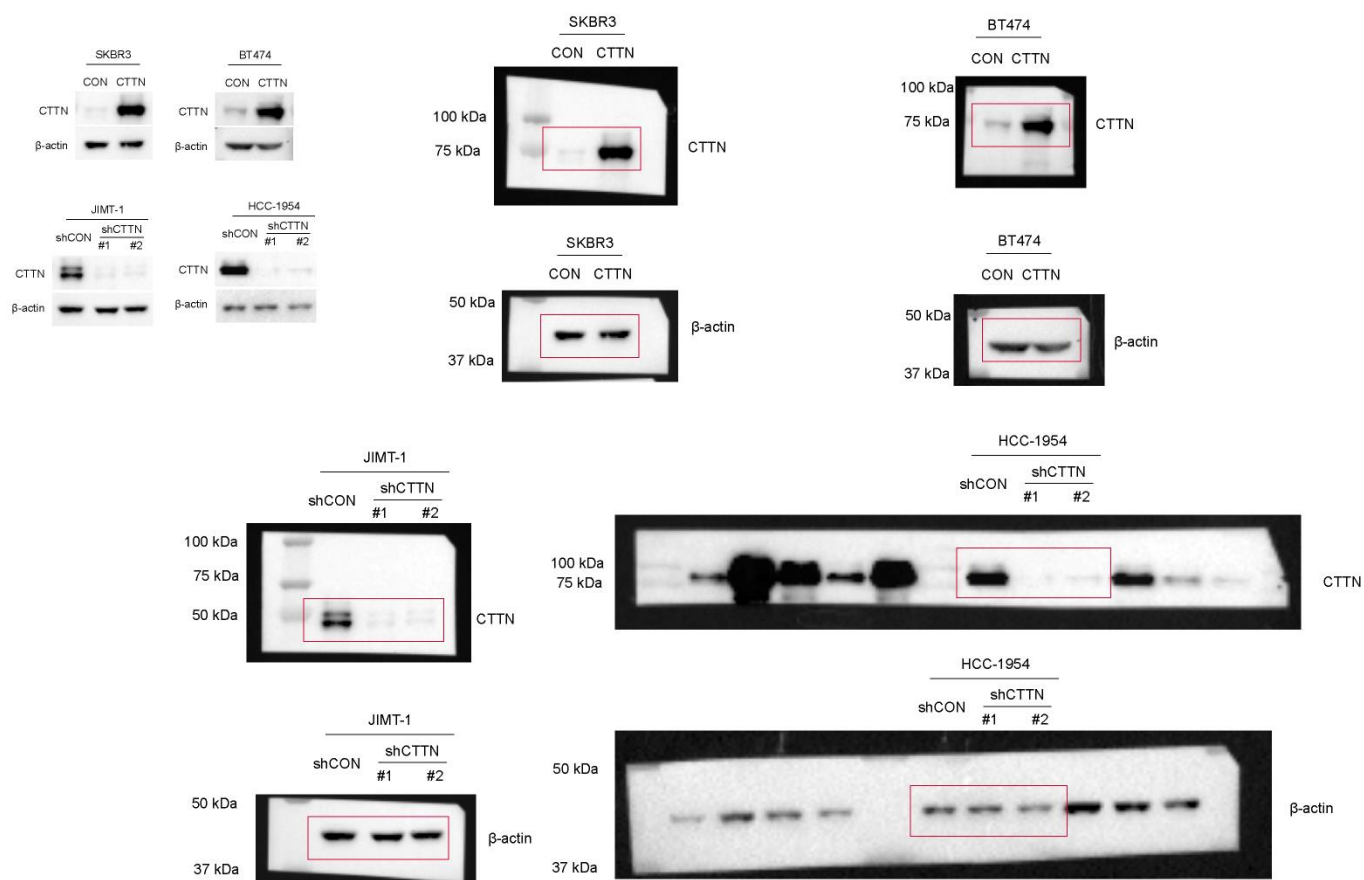

Figure S3  
Moon, et al

**Figure S3.** Uncropped western blot images. (A) Uncropped western blot images of Figure 3E. (B) Uncropped western blot images of Figure 3G (C) Uncropped western blot images of Figure 4A. (D) Uncropped western blot images of Figure S1A. (E) Uncropped western blot images of Figure S1B.

How the deposited data were processed for this re-analysis (not part of the article)

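The data are RNA-seq measurements of SKBR3 cells, 3 libraries of cells with the empty vector (CON) and 3 of cells overexpressing CTTN (CTTN). According to the methods, the authors trimmed the paired-end reads with Cutadapt, aligned them with STAR, quantified them with Cufflinks and tested genes with edgeR. The authors deposited tables of scaled counts and of FPKM values at the level of genes, isoforms, coding sequences and transcription start groups. The deposited gene counts are a signal in units of reads divided by 1 size factor per library, and the deposited isoform and coding sequence counts are estimates on the same scale. The deposited FPKM values are reads scaled by transcript length and library depth, as Cufflinks gives them. The start-group tables and the coding sequence FPKM table were not used here.

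The step that 1 read is worth was found for each library from its low gene counts, and every gene count was divided by it. Of the values of up to 1000 reads, 100% came out within 0.02 of a whole number in each library. The whole reads were used as counts. They ranged from 35478965 to 36531369 per library in CTTN cells (median 35583120) and from 34887069 to 41279829 in CON cells (median 37751011), so depth differed little between the groups. The 10 most abundant genes held between 7.87% and 8.95% of the reads, and mitochondrial genes between 2.64% and 2.90%. The methods name the hg19 genome, while the loci in the files and in Table S1 are those of GRCh38. DKK1 starts at 52314296 on chromosome 10 in the files, at 52314281 in the RefSeq annotation of GRCh38.p14 and at 54074041 in the GRCh37 annotation. Coordinates are therefore given as GRCh38, counted from 1, and span the whole assembled locus, which can hold more than 1 gene.

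The sample descriptions number the control columns differently from the tables. Which control column is which replicate is therefore open. The control columns were used as a group and called A, B and C, without pairing to the CTTN libraries.

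The main comparison used edgeR 4.0.16 in R 4.3.3, with TMM normalization, the default filter on low counts, a quasi-likelihood fit with the condition as the single term, and Benjamini-Hochberg adjustment at 0.05. The study's criterion was taken as an unadjusted p under 0.05 with at least a 1.5-fold change. Gene lists were tested with camera from limma 3.58.1 at an inter-gene correlation of 0.01. For DESeq2, the lists were tested over the genes that passed edgeR's filter. The lists, except that of core histone genes, were written from general knowledge before the data were examined. None of the lists are the sets the paper used. They cover the b-catenin/TCF complex without histones, Wnt/b-catenin target genes, Wnt antagonists, Wnt ligands and receptors, mesenchymal genes, epithelial genes, mammary stem and basal genes, breast cancer stem cell markers, PPAR signalling and lipid metabolism, glycolysis and gluconeogenesis, DNA replication and S phase, MYC target genes, the 11q13 neighbours of CTTN and core histone genes. Core histone genes were taken as all 78 loci whose symbols match a core histone pattern, loci that merge several genes included. Any other listed gene was matched by its symbol or an older symbol, preferring a locus with that symbol alone and then the most abundant one. Loci that merge several genes are uncertain, and the paper's text does not name strand in the read counting.

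Genes were named by a rule set before the data were examined. It takes the genes the paper names with the RNA-seq, Figure 3, Table S1 or the Wnt pathway. It adds the 5 largest rises and the 5 largest falls among genes with an adjusted p under 0.05, a mean normalized count of at least 50 and no overlap between the groups. In each list it takes the members with an adjusted p under 0.05, at most the 5 with the largest change. A result for 1 gene that the rule takes is not reported here.

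Alternatives set before the data were examined were DESeq2 1.42.0 with its own size factors, upper-quartile factors, library totals alone, no filter beyond a total of 1 read, at least 10 reads in every library, the scaled counts as deposited after rounding, each library left out in turn, limma on log2(FPKM + 1) and log2(FPKM + 0.1) for genes with an FPKM of at least 1 in at least 3 libraries, limma on log2(FPKM + 1) without that filter, a test against a 1.5-fold change, an adjusted p with at least a 1.5-fold change, fry, camera with an estimated correlation, and the isoform and coding sequence tables for CTTN. A replicate block was planned and was not fitted, since the numbers of the control columns conflict. Alternatives chosen after seeing the data were an offset that removes each library's trend on transcript length (lowess, span 0.3), the same with GC content or with a plain mean length, the length offset with each library left out, and the log2 ratio of mean FPKM. Transcript length was taken from the files and GC content from the GRCh37 transcript sequences, matched by transcript identifier, for 99.6% of the genes tested.

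The code was tested on simulated counts with the real means and library sizes. For 3 CTTN against 3 CON libraries, edgeR recovered 85.4% of 198 changed genes among 14217 tested, with 10 false calls. With a length trend simulated in CTTN 1 and CTTN 3, it recovered 72.7% of 198 among 14250 with 19 false calls, and the length offset brought this to 83.3% with 3 false calls. DESeq2 recovered 82% of 200 changed genes among 14409, and limma on log2(FPKM + 1) 93.7% of 159 among 11497. Normalized counts are reads scaled to the mean effective library size. The standard error of a log2 fold change was taken from edgeR's F statistic. Other tools were Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.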

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

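The tests chosen after the values were seen are the share of the isoform, which was itself singled out then, the counting interval of VCX2, the sum over its copies and the length offset. The genes are the 5 largest rises under the naming rule. The paper discusses none of these 6 signals, and each lies above its level in the control libraries.

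The isoform table assigns reads to CTTN isoform ENST00000376561 (2247 nt) in CTTN cells. It holds an estimated 1033, 1696 and 182 reads in CTTN 1, 2 and 3, with a mean of 991.6 scaled for depth, and is listed at 0 in all 3 control libraries. Its share of CTTN reads was 3.68%, 4.46% and 1.06% in the CTTN libraries, or 3.5% of their sum. The depth-scaled mean of isoform ENST00000301843 (3272 nt) was 7705.4 in CON and 26096.4 in CTTN cells. That of ENST00000346329, also of 3272 nt, went the other way, from 2448.3 to 349.1. ENST00000529736 was listed at 0 in every library but CTTN 3, which had an estimated 176.0 reads. Another isoform, ENST00000301843 (3272 nt), held the most CTTN reads, with a depth-scaled mean of 7705 in CON and 26096 in CTTN cells. ENST00000346329, of the same length, went the other way, from 2448 to 349. Other assembled transcripts with ENST00000376561 as their nearest reference were not at 0 in the control libraries. One of 2251 nt had a depth-scaled mean of 106.6 in CON and 80.5 in CTTN cells. Another of 4424 nt had 514.4 in CON and 352.1 in CTTN cells. These values do not show where the reads listed for ENST00000376561 itself came from. Reads of the introduced CTTN transcript and the splitting of reads between isoforms by the quantification cannot be told apart here, because an isoform listed at 0 in such estimates can be a failed estimate.

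VCX2, on chromosome X from 8169944 to 8171267, had 116, 77 and 198 reads in CTTN 1, 2 and 3 and 1, 0 and 1 in control libraries A, B and C. The depth-scaled ratio of 391 to 2 reads was 213.5, with a 95% exact interval from 58.7 to 1769 that covers counting error only. The fitted log2 fold change was 7.51 (standard error 0.76, edgeR adjusted p = 0.00647), higher in 3 of 3 CTTN libraries, and depends on the few control reads. Over the alternatives set before the data were examined the adjusted p lay between 4.22e-10 and 0.0946, and the call was lost without control library A, B or C (edgeR adjusted p up to 0.0640). VCX2 has close copies in VCX, VCX3A and VCX3B, so its own count is uncertain. Reads moved between the 4 copies would leave their sum level, but the summed reads were 270, 192 and 414 in CTTN cells against 5, 6 and 9 in the control libraries, a 48.8-fold difference of the normalized means. Which copies rose, and whether the rise follows from CTTN or from separate growth of the infected cell populations, was not tested.

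ECHDC1 had 34.9 ± 6.9 normalized counts in CON and 196.3 ± 24.1 in CTTN cells (SD, n = 3 each), with a log2 fold change of 2.50 (standard error 0.19, edgeR adjusted p = 0.00308, between 4.72e-21 and 0.0653 over the alternatives). ANGPTL4 rose from 49.1 ± 7.8 to 221.1 ± 71.0 normalized counts, with a log2 fold change of 2.16 (standard error 0.28, edgeR adjusted p = 0.0123, between 1.63e-10 and 0.160). FBP1 rose from 28.7 ± 1.6 to 114.8 ± 28.2, with a log2 fold change of 1.99 (standard error 0.22, edgeR adjusted p = 0.00814, between 1.92e-09 and 0.0741). NUDT11 rose from 24.4 ± 4.3 to 90.4 ± 16.8, with a log2 fold change of 1.89 (standard error 0.22, edgeR adjusted p = 0.00876, between 8.66e-08 and 0.0934), and is uncertain because it has a close copy in NUDT10. Each was higher in 3 of 3 CTTN libraries. With the length offset, the log2 fold changes of ECHDC1, ANGPTL4, FBP1 and NUDT11 were 2.38, 2.00, 1.75 and 1.86, with an adjusted p of 0.000128, 0.00112, 0.000523 and 0.00126. ECHDC1 was called in each of the 6 fits that left out 1 library (edgeR adjusted p up to 0.0423). ANGPTL4, FBP1 and NUDT11 were not called without CTTN 1 or any 1 control library (edgeR adjusted p up to 0.0967, 0.0731 and 0.0842). Those fits called between 15 and 29 genes in all, so a call lost there says little about a single gene. Whether these rises follow from CTTN or from separate growth of the infected cell populations was not tested.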

How the results depend on the processing

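The length offsets, their fits with 1 library left out and the log2 ratio of mean FPKM were chosen after seeing the data, and the other alternatives were set before the data were examined. No paired analysis was possible because the sample descriptions and the deposited sample table give the control columns different replicate numbers, which leaves open which control belongs with which CTTN library, and the replicate block set before was not run.

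The 643 genes changed (350 higher, 293 lower) became 1867 with DESeq2 (959 higher, 908 lower), 976 with no count filter (539 higher), 148 with limma on log2(FPKM + 1) (85 higher, 63 lower), 151 with limma on log2(FPKM + 0.1) (91 higher, 60 lower), 13 with limma on log2(FPKM + 1) without a filter (7 higher, 6 lower) and 40 in the test against a 1.5-fold change (22 higher, 18 lower). The count was 2661 with the length offset (1421 higher, 1240 lower), 2492 with the length and GC offset (1256 higher, 1236 lower) and 1586 with the plain-length offset (845 higher, 741 lower). It ranged from 15 genes (without control library B) to 6925 (without CTTN 2) across the 6 fits that each left out 1 library, with 10 to 3366 higher and 5 to 3559 lower. With the length offset added to these fits it was 953 without CTTN 1, 5686 without CTTN 2, 3122 without CTTN 3 and 938, 804 and 1014 without control libraries A, B and C. The length trend as the whole cause of the larger count without CTTN 2 was tested, and the 5686 genes argue against it. For the other changes, the cause was not tested.

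The 1624 genes past the study criterion (944 higher, 680 lower) became 690 (449 higher, 241 lower), 1048 (629 higher, 419 lower) and 656 (427 higher, 229 lower) in the limma fits on log2(FPKM + 1), on log2(FPKM + 0.1) and on log2(FPKM + 1) without a filter, 479 with an adjusted p in place of the unadjusted one (267 higher, 212 lower) and 1043 with the length and GC offset (499 higher). Under the length offset, 572 were higher. Leaving out 1 library gave from 1086 to 3392 genes, 596 to 1605 higher and 490 to 1787 lower. The cause was not tested.

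CTTN kept its rise in the fits listed here, from 1.10 to 1.57 with 1 library left out. It was not called without CTTN 1 or any 1 control library (edgeR adjusted p up to 0.154). Nor was it called at 1.22 (limma on log2(FPKM + 1), with and without a filter) and 1.23 (limma on log2(FPKM + 0.1)). DKK1 kept its fall and was called at -1.00, -0.93 and -1.03 with the length, length and GC, and plain-length offsets. Its normalized counts of 26.5 to 64.3 per library limit the precision. Table S1 genes called over all genes tested numbered 27, and 43 with DESeq2, 45 with the length offset, 44 with the length and GC offset, 11, 10 and 1 in the limma fits, and from 1 to 59 with 1 library left out. The qRT-PCR genes called over all genes tested numbered 6, and 8 with DESeq2 and with no count filter, 9 with each of the 3 offsets, 3, 3 and 0 in the limma fits and from 0 to 8 with 1 library left out. Genes of the length of DKK1 lay higher in CTTN 1 (0.19) and CTTN 3 (0.42), so an offset for length lowers its value by construction. For the other changes, the cause was not tested.

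The median of the core histone genes was 0.17, 0.14 and 0.18, no longer called, with the length, length and GC, and plain-length offsets, and 0.41 was not called with an estimated correlation. The glycolysis and gluconeogenesis list (0.14) lost its call with DESeq2 (0.13), library totals (0.091), no count filter (0.10), limma on log2(FPKM + 1) (0.13) and log2(FPKM + 0.1) (0.13), the 3 offsets (0.027, 0.049 and 0.075), fry (0.14) and an estimated correlation (0.14), and ranged from 0.072 to 0.18 with 1 library left out. The MYC target genes were called at 0.19 with limma on log2(FPKM + 1) without a filter and ranged from 0.088 to 0.16 with 1 library left out, called without CTTN 2. For the core histone genes, the length trend was tested as a cause and stayed open. For the other lists, the cause was not tested.

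The remaining lists were called under none of these alternatives, and medians near 0 changed sign. The b-catenin/TCF list without histones was at 0.016, 0.02 and 0.016 in the limma fits and 0.01 with the length offset. The stem cell marker list was at -0.023 with the length and GC offset, and from -0.012 to 0.082 with 1 library left out. The S phase list was at -0.028 with library totals and -0.02 with the plain-length offset, and from -0.003 to 0.037 with 1 library left out. The epithelial list was at -0.013 and -0.026 with the length and the length and GC offsets. The mammary stem and basal list was at -0.11 with no count filter, -0.10 with at least 10 reads in every library and -0.004 with counts as deposited, and from -0.14 to 0.072 with 1 library left out. The mesenchymal list was at 0.04 with no count filter, 0.014, 0.014 and 0.01 in the limma fits, and 0.058 and 0.05 with the length and plain-length offsets. It kept its negative sign at -0.181 with at least 10 reads in every library, and from -0.215 to -0.022 with 1 library left out. The PPAR list was at 0.071 with no count filter, 0.011 with limma on log2(FPKM + 1) without a filter, and 0.02, 0.012 and 0.031 with the 3 offsets. The Wnt antagonists were at -0.002 with library totals, -0.16 with no count filter, -0.007 with limma on log2(FPKM + 1) without a filter and -0.022 with the length offset, and from -0.14 to 0.065 with 1 library left out. The Wnt ligands and receptors were at 0.055 and 0.01 with the length and the length and GC offsets. The Wnt/b-catenin targets were at 0.007, 0.007 and 0.005 in the limma fits and 0.071, 0.049 and 0.016 with the 3 offsets, and from -0.14 to 0.019 with 1 library left out. The cause was not tested.

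Of 2044 values of 114 single genes under the alternatives, 1501 kept their direction and side of the threshold or moved by less than the spread, 379 lost their call, 128 gained one, 19 without a test here moved by more than the spread and 17 changed sign. Those that changed sign were LARP4B (0.14, 0.15 and 0.12 with the 3 offsets), MYC (0.005 in each of the limma fits), CCND1 (0.081 and 0.086 with the length and the length and GC offsets), CTNNB1 (0.072, 0.11 and 0.085 with the 3 offsets), GSK3B (0.15 and 0.17 with the length and the length and GC offsets), ERBB2 (-0.003 without CTTN 2), AXIN2 (0.024 with limma on log2(FPKM + 1) without a filter) and C1orf61 (-0.16 without CTTN 1 and -0.005 without control library A, in a range from -0.161 to 0.484). DESeq2 gave no adjusted p for 6 of the single genes.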

Differences from the paper's values

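The log2 fold changes of Table S1 were compared for all 68 genes. The values here were edgeR's for the 64 genes tested and log2 ratios of mean normalized counts for the 4 not tested. Of the 68, 8 differed by more than the spread between replicates, all of them genes that edgeR tested. For ADAMTS3 edgeR's value was 0.57 against the paper's 1.10 and for RIMKLA it was -0.78 against the paper's -1.48. For each, 13 of the alternatives set before the data were examined gave a value, and none of these closed the gap. TPRG1 was at 1.44 against the paper's 1.24 and CTPS2 at -0.64 against the paper's -1.02, and limma on log2(FPKM + 0.1) was the single such alternative within the spread for each. BOC was at 0.65 against the paper's 0.92, closed without CTTN 3 and by limma on log2(FPKM + 0.1). LMF1 had 0.53 against the paper's 0.90, closed without CTTN 1, CTTN 3, control library A or control library B. NMNAT3 had 0.39 against the paper's 0.70, closed by limma on log2(FPKM + 1) with and without a filter and on log2(FPKM + 0.1). GEN1 had -0.41 against the paper's -0.68, closed by the same limma fits and without CTTN 2. The other alternatives set before the data were examined, where they gave a value for the gene, closed none of these gaps. The log2 ratio of mean FPKM, chosen after seeing the values, gave the paper's value for all 68 genes to within 6.71e-06. The number of genes past the study's criterion was 1624 here and about 1600 in Fig. 3D, read by eye, which differ by less than 1.5 times.

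The paper reports DKK-1 as lower in CTTN cells. DKK1 was lower here, with a log2 fold change of -0.78, but its adjusted p of 0.112 from edgeR was over the threshold, as it was under all 15 alternatives set before the data were examined. By the study's criterion, an unadjusted p under 0.05 with at least a 1.5-fold change, DKK1 was called as lower here too. The length offset, the length and GC offset and the plain-length offset, chosen after seeing the values, called it at an adjusted p of 0.0236, 0.0339 and 0.03602 from edgeR.

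Table S1 gives every listed gene a p-value of up to 0.05. Its fold changes equal log2 ratios of mean FPKM, so its p-values may come from a test unlike edgeR's on read counts. DPP10, C1orf61, LMF1, EHF and MAST4 did not reach an unadjusted p of up to 0.05 in edgeR's test, and HIST1H4B, PSORS1C2, HIST1H3A and DMKN were not tested. DPP10 reached it without CTTN 3, without control library B, with limma on log2(FPKM + 1) without a filter and with the plain-length offset, which was chosen after seeing the values. EHF reached it with no count filter, without CTTN 2, without CTTN 3, with limma on log2(FPKM + 1) and log2(FPKM + 0.1) and with the length offset, chosen after seeing the values. MAST4 reached it with DESeq2, with no count filter and without CTTN 2. HIST1H4B, PSORS1C2 and HIST1H3A reached it with limma on log2(FPKM + 1) without a filter, and PSORS1C2 also with DESeq2 and with no count filter. DMKN reached it with DESeq2, with no count filter, without CTTN 2 and without control library B. C1orf61 and LMF1 reached it under none of the alternatives fitted. After adjustment, EHF, MAST4 and DMKN were called without CTTN 2.

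Fig. 3C shows RAC2, RAC3, FGF22 and LARP5 higher in CTTN cells. RAC2 and RAC3 were higher but not called at an adjusted p under 0.05 here (0.0522 and 0.0713 from edgeR). DESeq2, the fit with no count filter and the fits without CTTN 2 or CTTN 3 called both, library totals alone called RAC2, and the 3 length offsets, chosen after seeing the values, called both. FGF22 was higher, was not called at an adjusted p under 0.05 in any fit, and had an unadjusted p under 0.05 without CTTN 2. LARP4B, for which LARP5 is an older symbol, was lower, with a log2 fold change of -0.14. It was higher with the length offset (0.14), the length and GC offset (0.15) and the plain-length offset (0.12), chosen after seeing the values, none of them at an adjusted p under 0.05. Its unadjusted p was under 0.05 without CTTN 2, with a lower level, and with the first pair of offsets, with a higher one. LPAR5, if that gene was meant, was higher (1.03, edgeR adjusted p = 0.0339).

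The methods name hg19, while the coordinates in the deposited files and in Table S1 are those of GRCh38.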

Other observations

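The tests chosen after the result was seen are those of the transcript length trend and its sources, the length offset, the histone lists matched on length, the intervals of the 11q13 neighbours, the Wnt/b-catenin targets as a test bearing on DKK1, the other splits for the study's criterion, and the count of genes whose groups did not overlap.

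Transcript length sorted the genes in CTTN 1 and CTTN 3. The slope of a library's log2 deviation on log2 length was -0.44 in CTTN 3 (-0.438), -0.22 in CTTN 1 and -0.011 in CTTN 2, against -0.059, 0.019 and 0.04 in control libraries A, B and C. Across genes, which are not independent replicates, the log2 fold change and the length had a Spearman rho of -0.55. The sum of FPKM values, which weighs short transcripts more, was 852256 in CTTN 3 and 704018 in CTTN 1, against 605260 in CTTN 2 and 603634 to 624680 in the control libraries. Genes past the study's criterion and higher in CTTN cells had a median length of 1343 nt, and those lower one of 3595 nt (3594.5). GC content as the source of the slope was argued against within 5 groups of genes of like GC content, where the slope stayed between -0.43 and -0.40 in CTTN 3 (closest to 0 at -0.396) and between -0.22 and -0.18 in CTTN 1. The level of CTTN and the length trend cannot be told apart with 3 libraries, although CTTN 2, with the most CTTN reads, had the slope closest to 0 of the CTTN libraries. RNA integrity or fragment size differing between libraries stays open as a candidate explanation of the slope of -0.438, since no value of either was used here.

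The number of genes changed does not rest on this trend alone. With the length offset, 2661 genes had an adjusted p under 0.05, and 609 of the 643 found without it were among them, all 609 in the same direction. This argues against the length trend as the whole source of the 643. Without CTTN 2 the count rose to 6925 genes. The trend shared by CTTN 1 and CTTN 3 is argued against as the whole source of that rise, since the count without CTTN 2 was still 5686 with the length offset, against 804 to 3122 in the other fits with the offset that each left out 1 library. What else sets CTTN 2 apart was not tested.

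Of the 10 splits of the 6 libraries into 3 and 3, 1 (the real one) gave as many as 643 genes with an adjusted p under 0.05. The other 9 gave 0 such genes, with between 37 and 677 past the study's criterion. For the study's criterion, likewise, 1 of the 10 splits gave as many as 1624 genes. A design with 10 splits cannot bring this share under 0.1. The 3 CTTN values and the 3 CON values did not overlap in 5591 genes, or 38.8% of those tested, against 10% by chance.

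The length trend as the source of the fall of DKK1 was argued against by the genes in its length decile, from 1357 to 1684 nt. Their median log2 deviation from the control libraries was 0.19 in CTTN 1 (0.194) and 0.42 in CTTN 3, above all 3 control libraries, and 0.015 in CTTN 2, so the trend raises genes of this length. A rise of Wnt/b-catenin target transcripts with lower DKK1 was looked for as a hypothesis. The 22 tested target genes had a median log2 fold change of -0.049 (camera adjusted p = 0.793), with 9 members higher, and members going both ways decide nothing, so this stays open. Among them, SOX9 (log2 fold change -0.99, edgeR adjusted p = 0.00489) and SOX4 (-0.60, edgeR adjusted p = 0.0167) were lower in 3 of 3 CTTN libraries, and SOX4 was not called with the length offset (-0.25, adjusted p = 0.118). Both lost their calls without CTTN 1 or any 1 control library (edgeR adjusted p up to 0.0598 and 0.119), and the adjusted p of SOX9 reached 0.0965 with limma on log2(FPKM + 1) without a filter. MYC (-0.034), CCND1 (-0.14), CTNNB1 (-0.069) and GSK3B (-0.21) had an edgeR adjusted p of 0.755, 0.336, 0.543 and 0.323. GSK3B was called without CTTN 2 (edgeR adjusted p = 0.0109) and, with the other sign, with the length and GC offset (0.17, edgeR adjusted p = 0.0481), and in none of the other alternatives. ERBB2 was at 0.048 (edgeR adjusted p = 0.718) and, with the length offset, at 0.27 (adjusted p = 0.0158). AXIN2 shares a merged locus with other genes and is uncertain, at -0.35 (edgeR adjusted p = 0.446). These are transcript levels, while the paper's statements on c-Myc, CyclinD1, GSK3-b and b-catenin concern proteins. Of 11 tested Wnt antagonists (median 0.031, camera adjusted p = 0.825), KREMEN2 was called, and it was higher (log2 fold change 1.21, edgeR adjusted p = 0.0313, up to 0.223 over the alternatives), although not without CTTN 1 or any 1 control library (edgeR adjusted p up to 0.181). The 22 tested Wnt ligands and receptors had a median of -0.14 (camera adjusted p = 0.548), with WNT6 the single call.

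The paper reports enrichment of the b-catenin/TCF complex set. The hypothesis that higher core histone transcripts, which from general knowledge fill much of that set, give such a result passed its test, in that the 36 tested core histone genes were higher by camera (adjusted p = 0.000952) while the 30 tested non-histone members were not (median -0.11, camera adjusted p = 0.574). The paper's own set was not used here, and the histone call was lost with an estimated correlation (adjusted p = 0.406). Histone genes are short, and a rise of their own and the length trend cannot be told apart. Of 2 tests, 1 argues against the trend as the whole source and the other decides nothing. Their median of 0.41 exceeded that of 98.23% of 10000 lists of other genes matched on length and expression (median 0.23), which alone would argue against the trend as the whole source, though it treats genes as independent. With the length offset, their median was 0.17 and no longer called (camera adjusted p = 0.499). The lost call does not show the trend to be the source, since a positive median remained. That both tests had to point the same way was decided after their values were seen. The summed normalized counts of these 36 genes were 6978, 6243 and 8217 in CTTN 1, 2 and 3 and 4732 to 4886 in the control libraries. CTTN 2, which lacks the length trend, thus lay above the control libraries too, which goes against the trend as the whole source, but 1 library does not exclude it. HIST2H4A, HIST2H2BE, HIST1H2BK and HIST1H2BD were called, with log2 fold changes of 1.27, 0.90, 0.81 and 0.79, and have near-identical copies, so their own counts are uncertain. All 4 lost their calls without CTTN 1 or any 1 control library (edgeR adjusted p up to 0.193, 0.102, 0.175 and 0.205).

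The other lists gave the following. Among breast cancer stem cell markers, ABCG2 (log2 fold change -1.11, edgeR adjusted p = 0.00489) and ALDH1A3 (-0.52, edgeR adjusted p = 0.0357) were lower. Among mesenchymal genes, TGFBI (-1.06) and TGFB2 (-1.03) were lower. Among mammary stem and basal genes, PROCR (1.07) and CAV1 (0.58) were higher and SOX9 (-0.99), INPP4B (-0.69) and LAMB3 (-0.54) lower. The 36 epithelial genes had a median of 0.079 (camera adjusted p = 0.825), with CLDN1 lower (-0.94). The 52 tested genes of PPAR signalling and lipid metabolism had a median of -0.053 (camera adjusted p = 0.825), with 6 called higher and 4 lower, among them ANGPTL4 (2.16), ACADL (-1.78), CD36 (1.68) and CPT1C (1.25). The 52 genes of DNA replication and S phase had a median of 0.018 (camera adjusted p = 0.825), with CCNE2 lower (-0.49). The 51 MYC target genes had a median of 0.12 (camera adjusted p = 0.209) and no call among its members, and the list was called without CTTN 2 (camera adjusted p = 0.0430). FBP1 (1.99) and ACSS1 (1.32) were called among the glycolysis and gluconeogenesis genes. Of the genes named for these lists, TGFBI lost its call without CTTN 1 or control library C (edgeR adjusted p up to 0.0520), CD36 without B or C (up to 0.0535) and ABCG2 without CTTN 1, B or C (up to 0.0579). The others lost theirs without CTTN 1 or any 1 control library, with an edgeR adjusted p of up to 0.226 (CCNE2).

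Gain of the whole 11q13 region as the source of higher CTTN reads was tested on 14 neighbours of CTTN. For 13 of the 14, the 95% interval of the log2 fold change lay below that of CTTN, which argues against it as the whole source. Their median was 0.078 (camera adjusted p = 0.825), against 1.35 for CTTN, with ANO1 lower (-1.26) and GAL (1.10) and MYEOV (0.37) higher. CTTN and these 3 genes were not called without CTTN 1 or any 1 control library (edgeR adjusted p up to 0.154 for CTTN, 0.0718 for ANO1, 0.205 for GAL and 0.226 for MYEOV).

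The largest falls under the naming rule were those of SCN8A (log2 fold change -2.43, edgeR adjusted p = 0.0182), WDR72 (-2.16, edgeR adjusted p = 0.00647), DCAF4L2 (-2.09, edgeR adjusted p = 0.00308), a merged locus of AC092422.1 and RARB (-1.80, edgeR adjusted p = 0.00413) and ACADL (-1.78, edgeR adjusted p = 0.00807). Each was lower in 3 of 3 CTTN libraries. SCN8A went from 2800.4 ± 213 to 518 ± 275 normalized counts (SD, n = 3 each), and was not called without CTTN 1 or any 1 control library (edgeR adjusted p up to 0.119). WDR72 and ACADL lost their calls in the same 4 fits (up to 0.0588 and 0.0727) and the RARB locus without control library B or C (up to 0.0553), while DCAF4L2 was called in each of the 6 fits (up to 0.0475). No biological explanation was tested for these falls.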
